# Overexpression of *OsERF106MZ* promotes parental root growth in rice seedlings by relieving the ABA-mediated inhibition of root growth under salinity stress conditions

**DOI:** 10.1186/s12870-023-04136-8

**Published:** 2023-03-16

**Authors:** Hung-Chi Chen, Shi-Cheng Huang, Yen-Fu Chen, Che-Wei Kuo, Ying-Hsuan Chen, Men-Chi Chang

**Keywords:** ABA, AP2, ERF, Root growth, Salinity stress, Transcription factor

## Abstract

**Background:**

Roots are essential for plant growth and have a variety of functions, such as anchoring the plant to the ground, absorbing water and nutrients from the soil, and sensing abiotic stresses, among others. *OsERF106MZ* is a salinity-induced gene that is expressed in germinating seeds and rice seedling roots. However, the roles of OsERF106MZ in root growth remain poorly understood.

**Results:**

Histochemical staining to examine β-glucuronidase (GUS) activity in transgenic rice seedlings harboring *OsERF106MZp::GUS* indicated that *OsERF106MZ* is mainly expressed in the root exodermis, sclerenchyma layer, and vascular system. *OsERF106MZ* overexpression in rice seedlings leads to an increase in primary root (PR) length. The phytohormone abscisic acid (ABA) is thought to act as a hidden architect of root system structure. The expression of the ABA biosynthetic gene *OsAO3* is downregulated in *OsERF106MZ*-overexpressing roots under normal conditions, while the expression of *OsNPC3*, an *AtNPC4* homolog involved in ABA sensitivity, is reduced in *OsERF106MZ*-overexpressing roots under both normal and NaCl-treated conditions. Under normal conditions, *OsERF106MZ*-overexpressing roots show a significantly reduced ABA level; moreover, exogenous application of 1.0 µM ABA can suppress OsERF106MZ-mediated root growth promotion. Additionally, *OsERF106MZ*-overexpressing roots display less sensitivity to ABA-mediated root growth inhibition when treated with 5.0 µM ABA under normal conditions or exposed to NaCl-treated conditions. Furthermore, chromatin immunoprecipitation (ChIP)-qPCR and luciferase (LUC) reporter assays showed that OsERF106MZ can bind directly to the sequence containing the GCC box in the promoter region of the *OsAO3* gene and repress the expression of *OsAO3*.

**Conclusions:**

*OsERF106MZ* may play a role in maintaining root growth for resource uptake when rice seeds germinate under salinity stress by alleviating ABA-mediated root growth inhibition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04136-8.

## Background

Rice (*Oryza sativa* L.) is a major cereal staple food for more than half of the world’s population. To date, rice has been grown in at least 100 countries across a diverse range of ecosystems, such as irrigated/paddy, lowland rainfed, deepwater/flood-prone, and upland systems [1]. Therefore, the developmental plasticity of the root system architecture (RSA) is critical for rice fitness under varied environmental conditions. Rice root systems play an essential role in the acquisition of water and nutrients from the external medium, which is strongly related to plant growth and grain yield. It is noteworthy that the root system of rice is more complex than those of other cereal crops. Rice has a fibrous root system consisting of an ephemeral seminal root (SR), nodal roots (NRs), and lateral roots (LRs). The SR originates from the embryo and survives for only approximately one month after germination. NRs, also known as adventitious or crown roots, typically emerge from the lowermost internode of the stem. Both SR and NRs produce LRs. LRs can be further classified into two distinct types: thick LRs (TLRs, also known as L-type LRs) and fine LRs (FLRs, also known as S-type LRs) [2, 3]. TLRs may branch and have the ability to form new LRs, while FLRs do not have the ability to create branches. Furthermore, the modulation of RSA is coordinately determined by genetic, phytohormonal, metabolic, and environmental cues [4]. For example, a T-DNA insertion mutant of *AtNPC4* (*nonspecific phospholipase C4*, At3g03530) has a sensitive defect in the abscisic acid (ABA)-mediated inhibition of root growth and shows a decrease in tolerance to high salinity and water deficiency [5]. The knockout of the *AUXIN RESPONSE FACTOR12* gene (*OsARF12*, Os04g0671900) reduces the expression of auxin biosynthetic genes (*OsYUCCAs*) and auxin efflux carriers (*OsPINs* and *OsPGPs*), resulting in a decrease in auxin levels and primary root (PR) length [6]. A loss-of-function mutant of *OsWRKY28* (Os06g0649000), a transcription factor (TF), exhibits decreases in the LR number and total root length, which may be caused by an effect on jasmonic acid (JA) homeostasis [7]. In addition, notably, compared with stress-sensitive rice cultivars, stress-tolerant rice cultivars could promote more LR development in response to transient waterlogged-drought conditions [8]. This plastic root trait of stress-tolerant rice cultivars is beneficial to dry matter production through enhancement of water uptake under osmotic stress conditions. However, the molecular mechanism by which RSA is modulated remains elusive.

ABA is a phytohormone that regulates many plant physiological and developmental processes, such as seed dormancy, stomatal closure, leaf senescence, and stress tolerance [9–11]. Moreover, ABA is described as the “hidden architect of root system structure” [12]. ABA shapes the structure of root system by regulating the production of LRs and controlling root elongation. Almost all the enzymes involved in the main ABA biosynthetic pathway have been identified [13]. The first committed step of ABA biosynthesis is the oxidative cleavage of a C_40_ 9-*cis*-epoxycarotenoid into a C_15_ xanthoxin (a precursor of ABA) and a C_25_ byproduct, which is carried out in plastids by 9-*cis*-epoxycarotenoid dioxygenase (NCED) [14]. Subsequently, xanthoxin is converted to abscisic aldehyde (an intermediate) by short-chain alcohol dehydrogenase/reductase (SDR), which is encoded by the *ABSCISIC ACID DEFICIENT2* (*ABA2*) gene, in the cytosol [15, 16]. Finally, abscisic aldehyde oxidase (AAO) is responsible for ABA production [17]. Indeed, several studies have shown that the molecular manipulation of ABA biosynthetic genes can not only affect endogenous ABA levels and stress responses in transgenic plants but also alter their root architecture. For example, the ectopic expression of *Brassica napus NCED3* in *Arabidopsis* elevates cellular ABA levels and reduces LR initiation [18]. The clustered regularly interspaced short palindromic repeat (CRISPR)/CRISPR-associated protein 9 (Cas9)-mediated mutation of *OsNCED3* could promote seed germination, increase root growth, and decrease tolerance to salinity and osmotic stresses in transgenic rice [19]. The overexpression of *OsAO3* (*aldehyde oxidase 3*), an *AtAAO3* (At2g27150) homolog, increases cellular ABA levels and reduces root growth in transgenic rice, while a loss-of-function mutation of *OsAO3* decreases cellular ABA levels and stimulates root growth [20]. However, little is known about the transcriptional regulation of ABA biosynthetic genes in relation to the root architecture of plants.

APETALA2/ethylene-responsive factor (AP2/ERF) proteins constitute one of the largest TF families in plants. To date, at least 170 AP2/ERFs have been identified in both *Arabidopsis* and rice. AP2/ERF proteins are characterized by the presence of at least one copy of the AP2/EREBP (APETALA2/ethylene-responsive element binding protein) domain, a domain with a length of approximately 60 amino acids known to be involved in AP2/ERF-DNA interaction [21]. Based on the number of AP2/EREBP domains and the occurrence of other domains, AP2/ERFs can be classified into four subfamilies: the AP2, RAV (related to ABA insensitive3/viviparous1), CBF/DREB (C-repeat binding factor/dehydration-responsive element binding protein), and ERF subfamilies [22, 23]. Among these TFs, CBF/DREB members regulate the transcriptional expression of target genes by targeting the CRT/DRE (C-repeat/dehydration-responsive element [5’-TACCGACAT-3’]) box, a *cis*-regulatory element (CRE), present in their promoters, while ERF members modulate the transcriptional expression of target genes by binding to the GCC (5’-AGCCGCC-3’) box [21, 24]. Additionally, members of the CBF/DREB and ERF subfamilies may act as key regulatory hubs, integrating developmental, hormonal, and environmental signaling in the balance of plant growth and adaptation to stress [25, 26]. For example, JERF1 (Solyc06g063070) transcriptionally activates the expression of *NtSDR*, causing an increase in ABA levels, which ultimately enhances tolerance to salinity and cold stresses in tobacco [27, 28]. OsERF71 (Os06g0194000) directly activates the transcriptional expression of *OsCINNAMOYL-COENZYME A REDUCTASE1*, a lignin biosynthetic gene involved in cell wall modification to enable root morphological adaptations, which confers tolerance to drought stress in rice [29]. Recently, a total of six AP2 members and six ERF members in green algae (*Auxenochlorella protothecoides*) have been suggested to be involved in the crosstalk between temperature stress and lipid metabolism [30]. However, the physiological and regulatory roles of most OsERFs in rice are still unclear.

In our previous study, we isolated a novel ERF-X-type TF, *OsERF106MZ*, and showed that its expression is upregulated under salinity stress conditions [31]. Moreover, OsERF106MZ might act as a negative regulator of shoot growth and the salinity stress response in rice. Notably, *OsERF106MZ* is predominantly expressed in the roots of rice seedlings, but its roles in regulating root growth and development remain unclear. In the present study, our results indicate that OsERF106MZ promotes the root growth of young rice seedlings by relieving the ABA-mediated inhibition of root growth under salinity stress conditions.

## Results

### Overexpression of OsERF106MZ promotes root growth in transgenic rice seedlings

To explore the roles of OsERF106MZ in root growth and development, we examined the differences in PR length between Tainung 67 (TNG67 [WT]) and three independent *OsERF106MZ*-overexpressing transgenic rice lines (OE1 to OE3) at the young seedling stage. First, the relative mRNA levels of *OsERF106MZ* were found to be significantly higher in transgenic rice seedlings harboring either *35Sp::OsERF106MZ* (OE1) or *35Sp::OsERF106MZ-green fluorescent protein* (*GFP*) (OE2 and OE3) than in TNG67 seedlings (Additional file 1: Figure S1a) under both normal and NaCl-treated conditions. Moreover, Western blotting using an anti-GFP antibody revealed that OsERF106MZ-GFP fusion proteins were not detectable in either TNG67 or OE1 seedlings but were obviously expressed in both OE2 and OE3 seedlings (Additional file 1: Figure S1b). Further phenotypic analysis showed that the shoot length of the *OsERF106MZ*-overexpressing transgenic rice seedlings was significantly shorter than that of the TNG67 seedlings, which was consistent with our findings reported in a previous study [31] (Fig. 1a and b). Under normal (0 mM NaCl) conditions, the PR lengths of three independent *OsERF106MZ*-overexpressing transgenic rice lines were approximately 11.0 cm, 11.2 cm, and 11.9 cm, while the PR length of TNG67 seedlings was only approximately 9.4 cm (Fig. 1a and b). Although the PR lengths of both TNG67 seedlings and *OsERF106MZ*-overexpressing transgenic rice seedlings decreased under NaCl-treated (150 mM NaCl) conditions, the PR lengths of three independent NaCl-treated *OsERF106MZ*-overexpressing transgenic rice lines were still significantly longer than those of the NaCl-treated TNG seedlings (Fig. 1b). These data revealed that OsERF106MZ plays a positive role in promoting the root growth of rice seedlings. Incidentally, histochemical staining of β-glucuronidase (GUS) activity in transgenic rice seedlings harboring *OsERF106MZp::GUS* indicated that *OsERF106MZ* was predominantly expressed in the exodermis, sclerenchyma layer, and vascular system of roots; moreover, the spatial expression of *OsERF106MZ* was not significantly different between the roots of non-NaCl- and NaCl-treated transgenic seedlings (Fig. 2a). In addition, the OsERF106MZ-GFP fusion proteins not only colocalized with the nuclear stain 4’,6-diamidino-2-phenylindole (DAPI) but also were present in the cytosol of callus cells harboring *35Sp::OsERF106MZ-*GFP (Fig. 2b).

**Fig. 1:**
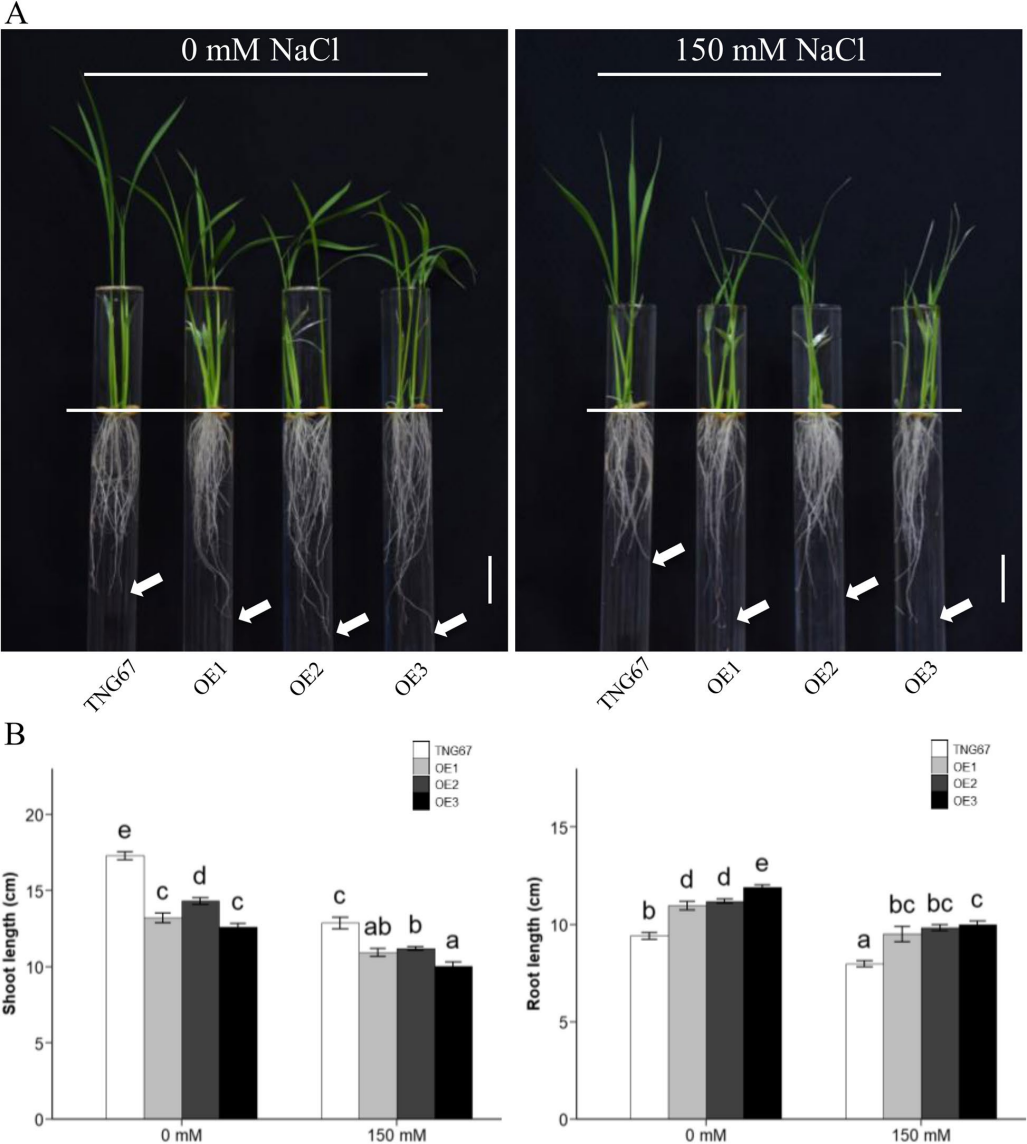
A comparison of growth patterns between *OsERF106MZ*-overexpressing transformants (OE1 to OE3) and the corresponding WT (TNG67) under normal (0 mM NaCl) and NaCl-treated (150 mM NaCl) conditions. **a** Phenotypic analysis of OE lines and TNG67 at the seedling stage. **b** Quantification of shoot length (left panel) and seminal root length (right panel) in seedlings of the OE lines and TNG67 grown under normal and NaCl-treated conditions. The seedlings were grown on basal medium for 7 days and then transferred to basal medium containing 0 or 150 mM NaCl for an additional 2 days. The shoot and root length values are the mean ± SE of 3 independent biological replicates. Each biological replicate contained 15 seedlings. The basal medium used in this experiment was half-strength Kimura B solution

**Fig. 2:**
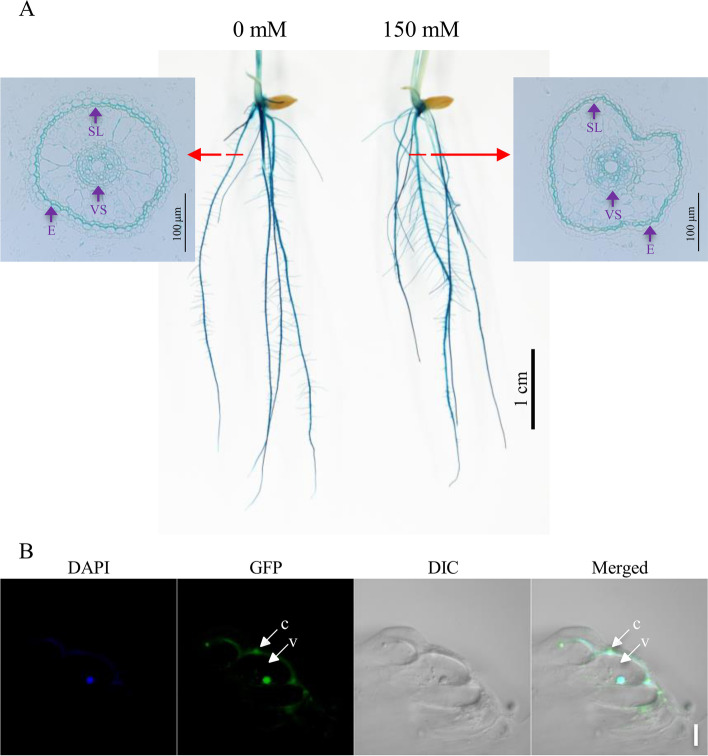
The spatial expression of *OsERF106MZ* and the subcellular localization of OsERF106MZ-GFP in stable rice transformants. **a** The spatial expression of *OsERF106MZ* in the roots of rice seedlings grown under normal and NaCl-treated conditions. E, exodermis; SL, sclerenchyma layer; VS, vascular system. Seven-day-old seedlings harboring *OsERF106MZp::GUS* were treated with or without 150 mM NaCl for 24 hours and then subjected to histochemical staining for GUS activity. The cross-section images were taken from the maturation zone of NRs. **b** Subcellular localization of OsERF106MZ-GFP in stable transgenic calli. C, cytosol; V, vacuole. Scale bar, 20 μm. The calli induced from the husk-removed seeds harboring *35Sp::OsERF106MZ-GFP* were subjected to GFP visualization by confocal microscopy.

### Transcriptomic, physiological, and biochemical analyses of OsERF106MZ-overexpressing transgenic rice roots

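Roots were collected from 7-day-old seedlings kept for 24 h at 0 or 150 mM NaCl, both of the wild-type cultivar TNG67 and of line OE1, which carries 35Sp::OsERF106MZ. The sample labels give roots, whereas the design text of the deposited record speaks of terrestrial parts. Each of the 4 groups held 3 libraries, and OE1 was the only overexpressing line sequenced. The authors trimmed the paired-end reads with Trimmomatic, aligned them to the rice genome with HISAT2, counted reads on genes and divided each library's counts by a size factor. They deposited the resulting normalized counts as a table of 25580 genes for 0 mM NaCl and a table of 25953 genes for 150 mM NaCl, with 24922 genes in both. The size factors differed by at most 0.132% from median-ratio factors computed over all 12 libraries and by at least 5.94% from factors computed within each table, so the tables share a scale. Total reads recovered from the values ranged from 16473262 to 17303572 (median 17222597) for TNG67 at 0 mM NaCl and from 16326661 to 18188746 (median 17394991) for OE1 at 0 mM NaCl. At 150 mM NaCl they ranged from 19518816 to 21933617 (median 19928347) for TNG67 and from 17676991 to 22426883 (median 17836797) for OE1. Log2 of the normalized count plus 1 was fitted with limma for the 24922 genes of both tables, with all 12 libraries in 1 model of the 4 groups. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction.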

To understand the mechanism of root growth promotion by OsERF106MZ, we performed a comparative transcriptomic analysis between TNG67 roots and *OsERF106MZ*-overexpressing roots using high-throughput RNA sequencing (RNA-seq). 

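The overexpressed gene, OsERF106MZ (Os08g0537900), had a normalized count of 9840 ± 615 (SD, n = 3) in OE1 and 876 ± 112 (SD, n = 3) in TNG67 at 0 mM NaCl, which is 11.2-fold higher. At 150 mM NaCl it was 9934 ± 531 (SD, n = 3) in OE1 and 723 ± 54.6 (SD, n = 3) in TNG67, which is 13.7-fold higher. The tables hold 1 value for this gene, whether its reads came from the transgene or from the native copy. Of the 24922 genes tested, 1311 were DEGs between OE1 and TNG67 at 0 mM NaCl and 1478 at 150 mM NaCl. Without the fold change threshold, the alternative that raised these numbers most, 5493 and 6419 genes passed. The paper's list for 0 mM NaCl holds 1307 genes, of which 1221 were tested and 1166 were also DEGs in the limma fit. All 1221 changed in the direction that the paper lists. The paper drew its gene lists from these same libraries, so overlaps with them are not independent evidence.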

After background correction and normalization, a total of 1307 and 1616 differentially expressed genes (DEGs) were identified from the roots of *OsERF106MZ*-overexpressing transgenic rice seedlings grown under normal and NaCl-treated conditions, respectively (Fig. 3a, Additional file 2: Dataset File S1). Among these genes, 566 and 590 DEGs were upregulated in the roots of *OsERF106MZ*-overexpressing transgenic rice seedlings grown under normal and NaCl-treated conditions, respectively, while 741 and 1026 DEGs were downregulated (Fig. 3a, Additional file 2: Dataset File S1). 

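With limma, 591 DEGs were higher and 720 were lower in OE1 than in TNG67 at 0 mM NaCl, so 45.1% were higher. Under glmTreat, which tests against a log2 fold change of 1 in an edgeR fit, the balance at 0 mM NaCl turned, with 178 higher and 98 lower. Under 150 mM NaCl, 607 were higher and 871 were lower, so 41.1% were higher. These counts leave out the genes listed at 150 mM NaCl only. With those genes, limma on 6 libraries, which differs in its libraries as well, gave 608 higher and 1069 lower, so 36.3% were higher. DESeq2 on 6 libraries gave 576 higher and 987 lower there. Scaling by library size alone, in an edgeR fit, moved the counts at 150 mM NaCl to 713 higher and 787 lower. Over all genes tested, the median log2 fold change was -0.02 at 0 mM NaCl and close to 0 at 150 mM NaCl in the limma fit. Leaving out each library in turn gave between 505 and 596 higher and between 602 and 753 lower genes at 0 mM NaCl, and between 531 and 687 higher and between 777 and 908 lower genes at 150 mM NaCl.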

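Dataset File S2 lists the phytohormone-related DEGs that the paper chose on these same libraries. At 0 mM NaCl, 27 of the paper's 31 genes were in both deposited tables and so were tested. Of these, 25 were DEGs with limma, 10 higher and 15 lower in OE1. Under 150 mM NaCl, 39 of the paper's 41 genes were tested and 38 were DEGs, 13 higher and 25 lower. With p adjusted over the list alone, which is not independent evidence because the list came from these libraries, 25 and 39 genes passed. All 27 and all 39 tested genes changed in the direction that the paper lists. The glmTreat test, which asks for a fold change above the threshold itself, called 6 and 18 of the listed genes.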

MapMan analysis of these DEGs suggested that 31 and 41 DEGs were involved in phytohormone (e.g., auxin, ABA, ethylene [ET], gibberellins, JA, and salicylic acid) homeostasis when the *OsERF106MZ*-overexpressing transgenic rice roots were grown under normal and NaCl-treated conditions, respectively (Fig. 3b and c). 

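The aldehyde oxidase gene OsAO3 (Os07g0281700) was read at a low level, with 4 to 47 reads per library. At 0 mM NaCl its normalized count was 10.5 ± 1.96 (SD, n = 3) in OE1 and 38.0 ± 12.0 (SD, n = 3) in TNG67. The log2 fold change was -1.72 (standard error 0.45, adjusted p = 0.00967 from limma with Benjamini-Hochberg adjustment), and every OE1 library was below every TNG67 library. Under 150 mM NaCl the count was 16.6 ± 1.34 (SD, n = 3) in OE1 and 14.0 ± 8.86 (SD, n = 3) in TNG67. The log2 fold change there was 0.49 (standard error 0.45, adjusted p = 0.461 from limma). The third TNG67 library at 150 mM NaCl held only 4 reads of OsAO3. The next identifier in the tables, Os07g0281800, has the same description and 153 to 796 reads per library. Whether reads were shared between the 2 genes in counting cannot be told from these values.

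**Figure D1:**
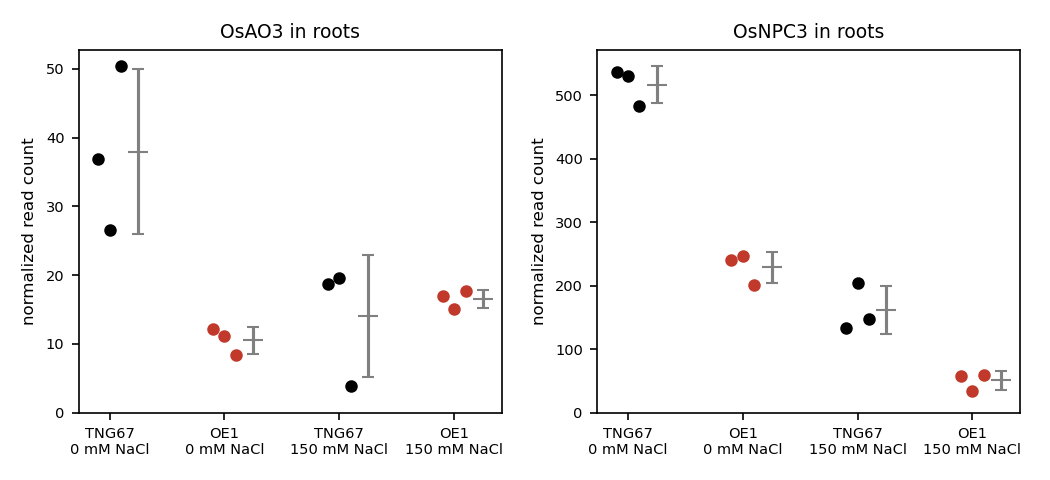
Normalized read counts of OsAO3 and OsNPC3 in roots, on linear axes, for TNG67 and OE1 at 0 and 150 mM NaCl. Points are the 3 libraries of each group, and the bar beside them is the mean with the SD. OsAO3 in OE1 lies below TNG67 at 0 mM NaCl and overlaps it at 150 mM NaCl.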

Notably, only one of these phytohormone-related DEGs, *OsAO3* (Os07g0281700, an *AtAAO3* homolog), was nearly identical to its *Arabidopsis* homolog (Additional file 3: Dataset File S2). Additionally, a four-way Venn diagram showed that a total of 547 DEGs were common to the roots of *OsERF106MZ*-overexpressing transgenic rice seedlings grown under both conditions, among which 231 and 316 DEGs were consistently up- and downregulated, respectively, under both conditions (Fig. 3a, Additional file 4: Dataset File S3). 

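In the limma fit, 567 genes were DEGs in the same direction at both NaCl levels, 248 higher and 319 lower in OE1. A further 12 genes changed in opposite directions, of which 5 were higher at 0 mM NaCl and 7 were higher at 150 mM NaCl. All 547 genes of Dataset File S3 were tested, and 520 of them were DEGs in the same direction at both levels in the limma fit. In 245 of the 248 higher genes and 311 of the 319 lower genes, the libraries of OE1 and TNG67 did not overlap at either level, in genes selected on the same libraries. The 5 genes with the largest rise were Os07g0511400, Os03g0115800, Os07g0442800, Os06g0658400 and Os08g0240200. In TNG67 each of these had at most 2 reads in any library, while in OE1 the fewest reads were 2173, 2426, 1899, 606 and 707, so no fold is given. The 5 with the largest fall were Os12g0555100, Os11g0687100, Os06g0513050, Os06g0568600 and Os06g0713400, with log2 fold changes of -5.59, -4.12, -6.92, -4.92 and -5.11 at 0 mM NaCl. Each of these 5 had 0 reads in at least 1 OE1 library at 0 mM NaCl, so these values depend on the pseudocount. At 150 mM NaCl the log2 fold changes of these 5 were -5.20, -6.21, -3.26, -4.38 and -4.17. In 7 of 26 other fits Os11g0687100 no longer passed the threshold at 0 mM NaCl. Os06g0513050 no longer passed it at 150 mM NaCl in 2 of 26. The 26 fits include the 12 with a library left out, in which both genes still passed. All of these losses therefore came with another tool or setting.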

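Dataset File S3 holds 4 commonly regulated genes whose descriptions name terpenoid enzymes or their regulation, and all 4 were lower in OE1 at both NaCl levels. Their log2 fold changes from limma lay between -4.92 and -1.26 at 0 mM NaCl and between -4.38 and -1.84 at 150 mM NaCl. The ent-kaurene oxidase gene Os06g0568600 had the largest fall, to a normalized count of 1.45 ± 1.69 (SD, n = 3) in OE1 against 64.6 ± 22.1 (SD, n = 3) in TNG67 at 0 mM NaCl. At 150 mM NaCl the terpene synthase gene Os03g0361700 had 30.5 ± 21.8 (SD, n = 3) in OE1 against 346 ± 53.1 (SD, n = 3) in TNG67. The syn-copalyl diphosphate synthase gene Os04g0178300 had 2870 ± 1768 (SD, n = 3) in OE1 against 27719 ± 8078 (SD, n = 3) in TNG67 at 150 mM NaCl. No ontology terms come with the deposited tables, so term enrichment was not tested.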

Gene Ontology analysis revealed that the major ontological categories of the commonly regulated DEGs were ‘terpenoid metabolic process’ under the ‘biological process’ category, ‘mitochondrion’ under the ‘cellular component’ category, and ‘receptor activity’ under the ‘molecular function’ category (Additional file 1: Figure S2). Indeed, several genes involved in root growth and stress responses were found among these commonly regulated DEGs, such as *OsMYB91* (*myeloblastosis91* [Os12g0572000]), *OsNPC3* (a close homolog of *AtNPC4* involved in ABA sensitivity and salinity tolerance [Os11g0593000]), *OsSPX-MFS1* (*SYG1/PHO81/XPR1-Major Facility Superfamily1* [Os04g0573000]), and *OsWRKY76* (Os09g0417600). 

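OsNPC3 had a normalized count of 229 ± 24.5 (SD, n = 3) in OE1 and 517 ± 28.9 (SD, n = 3) in TNG67 at 0 mM NaCl, and of 50.8 ± 14.4 (SD, n = 3) and 162 ± 37.2 (SD, n = 3) at 150 mM NaCl. Its log2 fold changes were -1.17 (standard error 0.19, adjusted p = 0.000377 from limma with Benjamini-Hochberg adjustment) and -1.67 (standard error 0.19, adjusted p = 8.29e-06). For OsMYB91 they were -1.53 at 0 mM NaCl (adjusted p = 1.6e-05 from limma) and -1.14 at 150 mM NaCl (adjusted p = 0.000245 from limma). OsWRKY76 changed by -2.22 at 0 mM NaCl and -2.97 at 150 mM NaCl, with 5 to 11 reads per OE1 library at 0 mM NaCl. OsSPX-MFS1 changed by -1.81 (adjusted p = 0.00549 from limma) and -1.28 (adjusted p = 0.0349 from limma), but at 0 mM NaCl it had 5 to 8 reads per TNG67 library and 0 to 3 per OE1 library. With each library left out in turn, its log2 fold change at 0 mM NaCl lay between -2.21 and -1.20. The smallest fall came without OE1 replicate 1 at 0 mM NaCl. At 150 mM NaCl its adjusted p from limma rose above the threshold in some of these fits, to at most 0.151. Under edgeR on 12 libraries its log2 fold change at 0 mM NaCl was -1.95 and no longer passed the threshold for adjusted p. In each of these 4 genes, every OE1 library was below every TNG67 library at both levels.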

A quantitative PCR (qPCR) assay was performed to verify the accuracy of the RNA-seq data. As shown in Fig. 4, the mRNA levels of *OsAO3* were lower in *OsERF106MZ*-overexpressing roots than in TNG67 roots under normal conditions, but there were no obvious differences in the mRNA levels of *OsAO3* between TNG67 roots and *OsERF106MZ*-overexpressing roots under NaCl-treated conditions. Furthermore, the mRNA levels of *OsMYB91*, *OsNPC3*, *OsSPX-MFS1*, and *OsWRKY76* were lower in *OsERF106MZ*-overexpressing roots than in TNG67 roots under both conditions. These qPCR results were roughly consistent with the RNA-seq data. Additionally, the results of physiological and biochemical analyses revealed that superoxide anion staining with nitro blue tetrazolium (NBT), relative conductivity, and malondialdehyde (MDA) contents in the roots of *OsERF106MZ*-overexpressing transformants were significantly greater than in the same tissues of TNG67 seedlings, while the activity of catalase (CAT) in *OsERF106MZ*-overexpressing roots was lower than that in TNG67 roots (Fig. 5). 

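In the RNA-seq data the internal control of the qPCR, OsACTIN1 (Os03g0718100), was not constant across the groups. Its normalized count was 1380 ± 57.8 (SD, n = 3) in TNG67 and 1087 ± 90.1 (SD, n = 3) in OE1 at 0 mM NaCl, and 582 ± 50.5 (SD, n = 3) and 648 ± 76.5 (SD, n = 3) at 150 mM NaCl. From TNG67 to OE1 its log2 fold change was -0.35 at 0 mM NaCl (adjusted p = 0.00898 from limma) and 0.15 at 150 mM NaCl (adjusted p = 0.232 from limma).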

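All 57 commonly regulated genes that Dataset File S3 lists with a GCC box were among the genes tested. Of these, 55 were DEGs in the limma fit at both NaCl levels, 34 higher and 21 lower in OE1. The paper's own list gives 35 as upregulated and 22 as downregulated. The positions of the boxes were not recomputed, because a genome sequence was not used here.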

Promoter analysis further indicated that *OsAO3* and 57 commonly regulated DEGs contained at least one GCC box, an ERF-binding CRE, in their 1-kb promoter regions, including *OsNPC3*, a commonly downregulated DEG (Additional file 1: Table S1, Additional file 4: Dataset File S3).

**Fig. 3:**
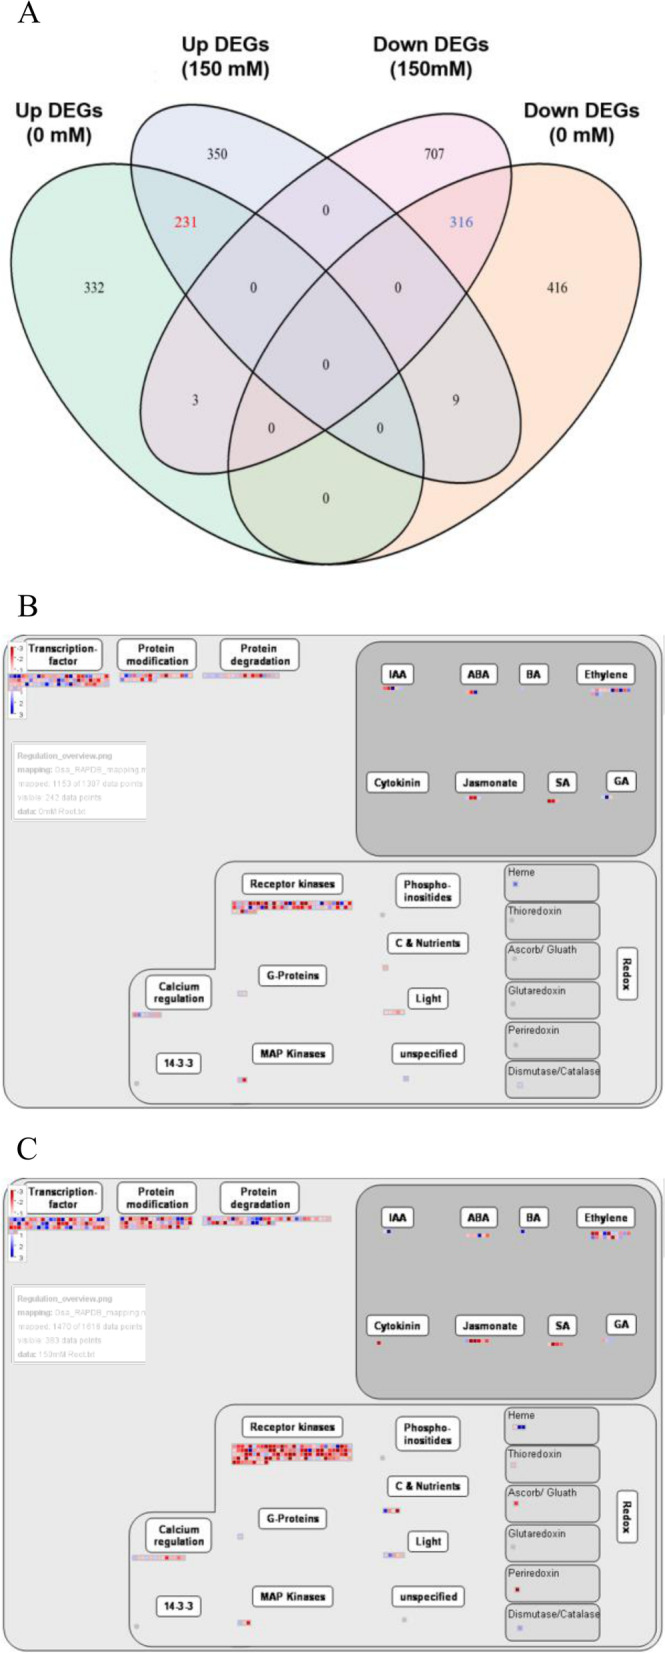
Venn diagram (**a**) and MapMan (**b**) analyses of DEGs between the roots of *OsERF106MZ*-overexpressing transformants (OE1) and TNG67. **b** MapMan overview of changes in the expression of phytohormone-related DEGs in *OsERF106MZ*-overexpressing roots grown under normal (upper panel) and NaCl-treated (lower panel) conditions. Blue and red indicate up- and downregulated gene expression, respectively

**Fig. 4:**
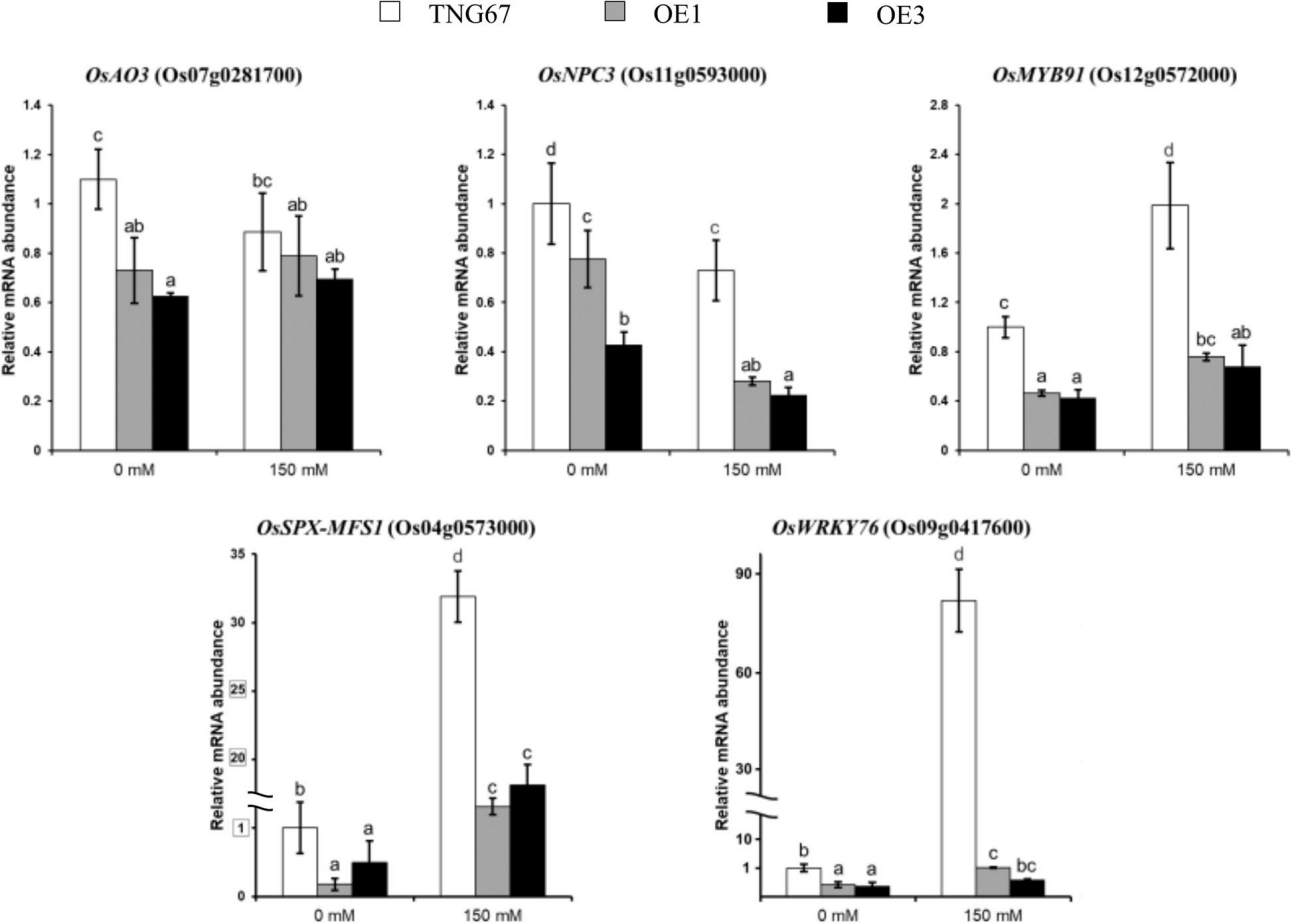
Quantification of root growth- and abiotic stress-related DEG mRNAs in the roots of two *OsERF106MZ*-overexpressing transgenic rice lines (OE1 and OE3) and TNG67 by qPCR. The values are the mean ± SE of at least five biological replicates, each with two technical replicates. The total RNA used in the qPCR and RNA-seq assays was isolated from the same roots of 7-day-old seedlings subjected to 0 or 150 mM NaCl for 1 day

**Fig. 5:**
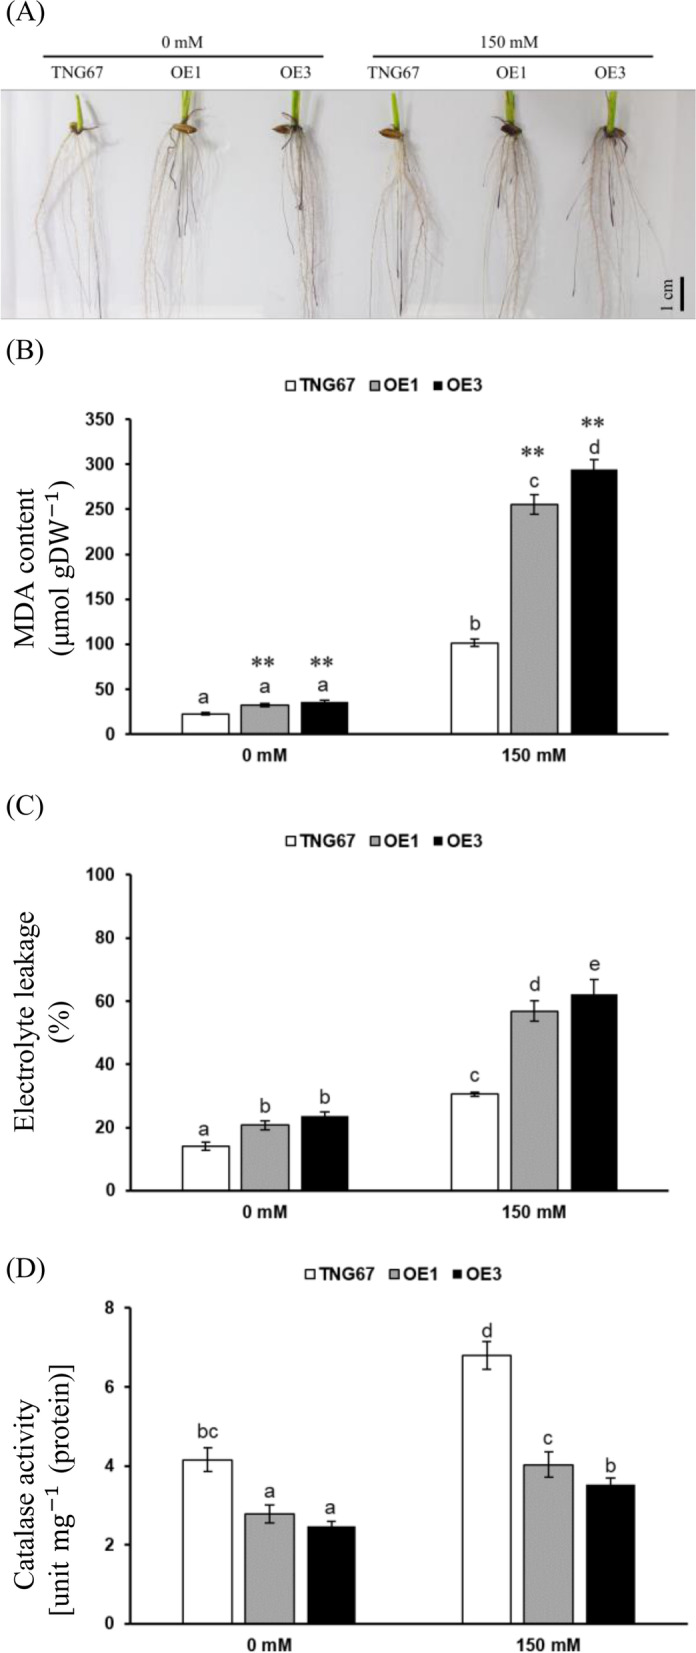
Analysis of ROS levels, MDA contents, electrolyte leakage, and CAT activity in the roots of both *OsERF106MZ*-overexpressing transgenic rice seedlings and TNG67 seedlings. **a** NBT staining. **b** MDA content. **c** Electrolyte leakage. **d** CAT activity. These physiological assays were carried out as previously described [31]. The values are the mean ± SE of five biological replicates, each with two technical replicates. The asterisks indicate significant differences (*, *P* < 0.05 and **, *P* < 0.01) in comparison to the corresponding WT based on Student’s *t* test. For these assays, seedlings were grown on basal medium for 7 days and then transferred to basal medium containing 0 or 150 mM NaCl for an additional day

### OsERF106MZ promotes root growth by relieving the ABA-mediated inhibition of root growth

Because the expression of *OsAO3* (an ABA biosynthetic gene) and *OsNPC3* (a close homolog of *AtNPC4* involved in the ABA-mediated inhibition of root growth) is downregulated in *OsERF106MZ*-overexpressing roots either under normal conditions or under both normal and NaCl-treated conditions, respectively, we therefore sought to investigate the roles of ABA in OsERF106MZ-mediated root growth promotion. 

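With 3 libraries in each group, an exact two-sided permutation test cannot give a p below 0.1. For OsAO3 at 0 mM NaCl and OsNPC3 at both NaCl levels the exact test gave that smallest value, and for OsAO3 at 150 mM NaCl the exact permutation p was 1. From the lower expression of OsAO3 and OsNPC3, the paper reasons that ABA should be examined in the root growth promoted by OsERF106MZ.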

First, we performed an immunological assay to examine the differences in endogenous ABA content between TNG67 roots and *OsERF106MZ*-overexpressing roots. Under normal conditions, the ABA levels in the roots of two independent *OsERF106MZ*-overexpressing transformants were approximately 0.80- and 0.71-fold lower, respectively, than those in the same tissues of TNG67 seedlings (Fig. 6a). Although the endogenous ABA content was significantly increased in both the TNG67 roots and *OsERF106MZ*-overexpressing roots under NaCl-treated conditions, no obvious differences in ABA levels were found between the NaCl-treated TNG67 roots and NaCl-treated *OsERF106MZ*-overexpressing roots (Fig. 6a). Accordingly, we examined the effects of exogenous ABA on the PR growth of TNG67 seedlings and *OsERF106MZ*-overexpressing transgenic rice seedlings grown under normal and NaCl-treated conditions. Under normal conditions, the average root length of TNG67 seedlings decreased slightly from 12.39 cm to 11.91 cm after treatment with ABA at 1.0 µM, while the average root length of *OsERF106MZ*-overexpressing transgenic rice seedlings (OE1) decreased significantly from 13.83 cm to 12.63 cm (upper panel, Fig. 6b). In addition, no statistically significant differences in root length were found between the TNG67- and *OsERF106MZ*-overexpressing transformants (OE1) grown under normal conditions when seedlings were treated with ABA at 1.0 µM. Compared to the average root length of TNG67 seedlings after treatment with ABA at 1.0 µM, that of TNG67 seedlings continuously decreased from 11.91 cm to 10.66 cm after treatment with ABA at 5.0 µM. However, the average root length of the *OsERF106MZ*-overexpressing transgenic rice seedlings (OE1) did not significantly decrease after treatment with increasing concentrations of ABA ranging from 1.0 µM to 5.0 µM. Additionally, although the root lengths of both TNG67 seedlings and *OsERF106MZ*-overexpressing transgenic rice seedlings (OE1) were significantly reduced under NaCl-treated conditions, the average root length of NaCl-treated *OsERF106MZ*-overexpressing transgenic rice seedlings was consistently longer than that of the NaCl-treated TNG67 seedlings, irrespective of treatment with or without exogenous ABA (upper panel, Fig. 6b). Similar changes in response to exogenous ABA were seen between the PRs of the TNG67 and OE3 seedlings grown under either normal or NaCl-treated conditions (lower panel, Fig. 6b). Thus, these data indicated that OsERF106MZ promotes root growth at least partly through the inhibition of ABA biosynthesis under normal conditions. However, OsERF106MZ-mediated root growth promotion could also be caused by a reduction in the sensitivity of rice seedlings to the ABA-mediated inhibition of root growth under normal and NaCl-treated conditions.

**Fig. 6:**
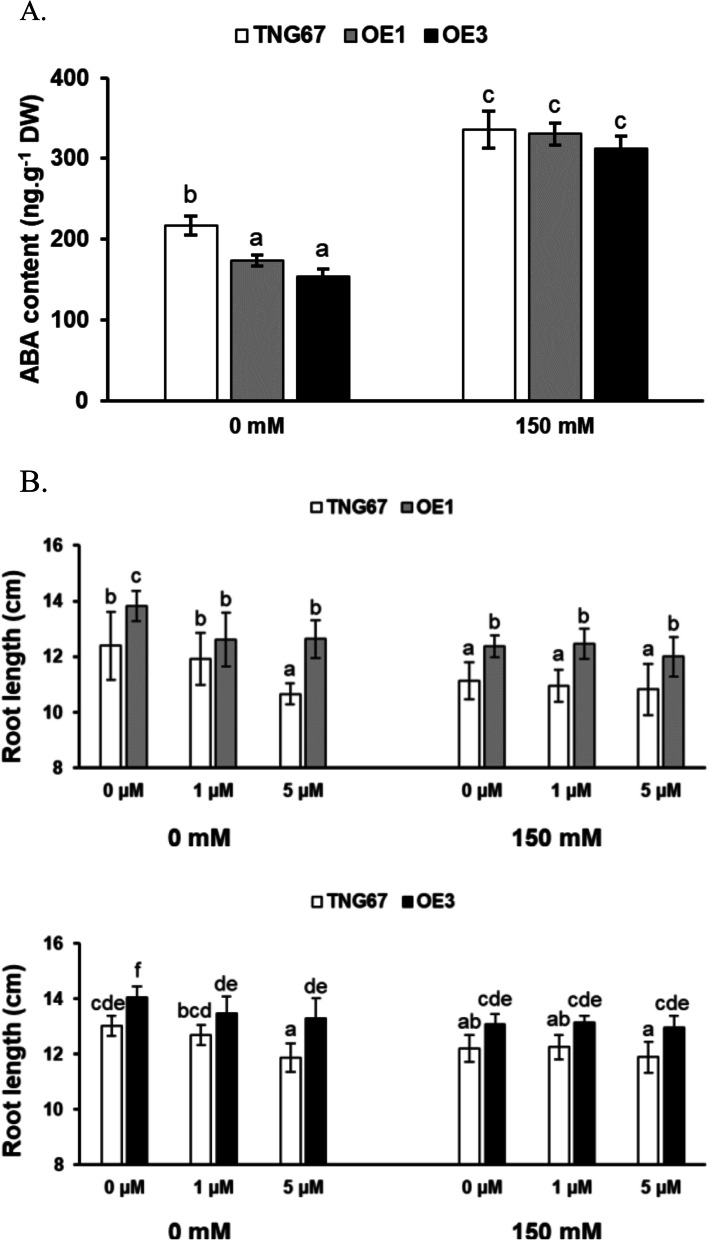
Examination of endogenous ABA contents and the response to exogenous ABA in the roots of *OsERF106MZ*-overexpressing transformants and TNG67 under normal and NaCl-treated conditions. **a** Endogenous ABA contents in the roots of both *OsERF106MZ*-overexpressing transgenic rice seedlings and TNG67 seedlings. The values are the mean ± SE of five biological replicates, each with two technical replicates. **b** Changes in the root length of *OsERF106MZ*-overexpressing transformants and TNG67 upon treatment with or without ABA. Upper panel, TNG67 vs. OE1; Lower panel, TNG67 vs. OE3. All root length values are the mean ± SE of 20 independent biological replicates (*n* = 20). The seedlings were grown on basal medium for 7 days and then transferred to basal medium containing 0 or 150 mM NaCl for an additional 2 days

### OsERF106MZ directly binds to the promoter of OsAO3 and represses its activity

Because the *OsAO3* and *OsNPC3* genes contain a typical GCC box in their promoters (Additional file 1: Table S1, Additional file 4: Dataset File S3), we conducted a chromatin immunoprecipitation (ChIP)-qPCR assay to examine whether OsERF106MZ directly binds to the promoter regions of *OsAO3* and *OsNPC3*. As shown in Fig. 7a, OsERF106MZ specifically bound to the amplicon-b region, containing the GCC box (-657 to -651), of the *OsAO3* promoter but not to the amplicon-a and -c regions of the promoter. Additionally, there were no significant differences in the abundance of the *NPC-a*, *-b*, and *-c* amplicons between the samples immunoprecipitated with agarose beads (IP-) or with anti-GFP-conjugated agarose beads (IP +). These data suggested that OsERF106MZ can directly bind to the GCC box within the *OsAO3* promoter in vivo. To further determine whether OsERF106MZ represses the expression of *OsAO3* through binding to the GCC box of its promoter, a dual-luciferase (LUC) reporter assay was conducted. As shown in Fig. 7b, LUC activity in rice protoplasts transfected with both the *35Sp::OsERF106MZ* and *OsAO3p::Firefly LUC* plasmids was significantly lower (approximately 40% lower) than that in the protoplasts transfected with the *OsAO3p::Firefly LUC* plasmid alone. However, no obvious differences in LUC activity were observed when rice protoplasts were transfected with the *OsAO3p*^*−GCC*^*::Firefly LUC* plasmid, a modified plasmid in which the GCC box is deleted, irrespective of cotransfection with or without the *35Sp::OsERF106MZ* plasmid. These data indicated that OsERF106MZ binding to the GCC box exerts a suppressive or negative influence on *OsAO3* expression.

## Discussion

### OsERF106MZ promotes root growth at least partly by disrupting ABA biosynthesis under normal conditions

Plant roots are essential for water and nutrient uptake, anchoring and mechanical support, and storage functions, which are closely correlated with plant growth and survival. Therefore, deciphering the development and architecture of roots may be beneficial for the manipulation of root traits in improving crop productivity. The architecture of the root system is mainly determined by three factors: (1) the position of LRs, (2) the branching angle that LRs form with the parent root, and (3) root elongation. Root branching and elongation, which are responsible for the overall shape of the root system, are determined by a series of root-environment interactions throughout the life span of the plant. Interactions with the environment require sensation or perception at the root surface, conversion of extracellular cues into intracellular signals, and subsequent activation of a response within the root. To a large extent, the developmental plasticity of root systems in response to environmental changes is mediated by phytohormones [32, 33]. ABA is a ubiquitous phytohormone that is synthesized from 9-*cis*-epoxycarotenoid by a series of sequentially acting enzymes, including NCED, ABA2/SDR, and AAO. ABA is known to regulate many physiological and developmental processes in plants, such as seed germination and dormancy, stomatal movement, leaf senescence, and adaptation to stress [10, 13]. When plants encounter abiotic stresses, ABA accumulates via de novo synthesis, which in turn triggers stress responses, such as stomatal closure. These stress-induced increases in ABA levels can also modulate the root growth and architecture in response to abiotic stresses. In general, an intermediate level of ABA stimulates roots to grow deeper and seek water under drought conditions, while a high level of ABA inhibits root growth and LR formation [34]. Indeed, numerous studies have demonstrated that ABA plays dual roles in regulating root growth depending on its concentration [12, 35]: low concentrations of ABA stimulate root growth, but high concentrations inhibit root growth. Therefore, ABA seems to play a role in coordinating the adjustment of root growth in response to abiotic stresses. To date, several rice TFs have been shown to be involved in ABA-mediated physiological or developmental processes by directly regulating the transcriptional expression of *OsNCEDs*. For example, phosphorylated OsbZIP23 directly activates the expression of *OsNCED4*, which can increase cellular ABA levels and improve drought tolerance in rice [36]. OsNAC2 participates in ABA-induced leaf senescence by directly upregulating the expression of *OsNCED3* and directly downregulating the expression of *OsABA8ox1*, an ABA catabolic gene [37]. OsWRKY50 is involved in regulating ABA-mediated seed germination through direct transcriptional repression of *OsNCED5* [38]. OsERF19 directly binds to the promoter of *OsNCED5* to activate its expression, which increases ABA levels and improves tolerance to salt stress in rice [39]. Beyond these TFs that directly regulate the expression of *OsNCEDs*, the identification of which TFs directly regulate the expression of other ABA biosynthetic genes is relatively rare. TFs are proteins that bind specifically to CREs in the promoters of their target genes, which can either activate or inhibit gene expression. Typically, a TF follows a dimer pathway in binding to CRE. In plants, many TFs can both form homo and heterodimers, thus exerting dual or pleiotropic effects on plant growth or development. For example, the POSITIVE REGULATOR OF GRAIN LENGTH1 (PGL1)-ANTAGONIST OF PGL1 (APG) heterodimer, an OsHLH-OsbHLH complex, increases grain length and weight, whereas the APG homodimer decreases grain length and weight [40]. The octadecanoid-responsive Arabidopsis 59 (ORA59)-related to AP2 3 (RAP2.3) heterodimer, an AtERF#094 (At1g06160)-AtERF#072 (At3g16770) complex, is involved in the ET-induced triple response, while the ORA59-AtWRKY20 heterodimer, an AtERF-AtWRKY complex, is involved in JA-mediated defenses against herbivores [23, 41, 42]. These examples illustrate that the functions or regulatory roles of TFs depend, at least to some extent, on their interacting proteins. In the present study, we found that the overexpression of *OsERF106MZ* could promote root growth in transgenic rice seedlings (Fig. 1a and b). 

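With each library left out in turn, the log2 fold change of OsAO3 between OE1 and TNG67 at 0 mM NaCl stayed between -1.95 and -1.50, with adjusted p between 0.000528 and 0.0462 from limma. Under 150 mM NaCl it lay between -0.20 and 0.85, and the negative value came from leaving out TNG67 replicate 3. Among the 11 genes described as aldehyde oxidases, 3 were DEGs at 0 mM NaCl and 2 at 150 mM NaCl. Besides OsAO3, Os07g0281800 fell at 0 mM NaCl, by a log2 fold change of -1.22 (adjusted p = 0.0412 from limma) that no longer passed in 7 of the 12 fits with a library left out. Os03g0798101 was higher in OE1 at both levels, with 20 to 21 reads per OE1 library at 0 mM NaCl, and Os03g0791200 was lower at 150 mM NaCl by a log2 fold change of -1.14.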

RNA-seq and qPCR analyses indicated that the expression of *OsAO3* was downregulated in *OsERF106MZ*-overexpressing roots compared to that in TNG67 roots under normal conditions; however, there was no significant difference in the expression of *OsAO3* between TNG67 roots and *OsERF106MZ*-overexpressing roots under NaCl-treated conditions (Figs. 3a and 4, Additional file 2: Dataset File S1, Additional file 3: Dataset File S2). OsAO3 is an AtAAO3 homolog and has been demonstrated to be involved in ABA biosynthesis and the ABA-mediated inhibition of root growth in rice [20]. Indeed, ABA levels in *OsERF106MZ*-overexpressing roots were approximately 20–30% lower than those in TNG67 roots under normal conditions (Fig. 6a). Moreover, the exogenous application of ABA at 1.0 µM was sufficient to suppress the OsERF106MZ-mediated promotion of root growth in transgenic rice seedlings under normal conditions (Fig. 6b). Further ChIP-qPCR studies and dual-LUC reporter assays showed that OsERF106MZ directly bound to the promoter of *OsAO3*, thus downregulating its expression (Fig. 7). Therefore, these data reveal that OsERF106MZ promotes root growth in rice seedlings at least partly by inhibiting ABA biosynthesis by directly downregulating the expression of *OsAO3* under normal conditions. Notably, the OsERF106MZ-mediated promotion of root growth seemed to be independent of ABA biosynthesis under NaCl-treated conditions because no obvious differences in the levels of either *OsAO3* transcripts or endogenous ABA were found between the NaCl-treated TNG67 roots and NaCl-treated *OsERF106MZ*-overexpressing roots (Figs. 4 and 6a). This implies that the expression of *OsAO3* for ABA biosynthesis is differentially regulated under normal and salinity stress conditions. 

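The change of OsAO3 between OE1 and TNG67 differed between the NaCl levels by 2.21 on the log2 scale (standard error 0.63, adjusted p = 0.0305 for the interaction from limma). In 7 of the 12 fits with a library left out, the adjusted p of this interaction rose above the threshold, to at most 0.0679. In TNG67 itself, OsAO3 was lower at 150 than at 0 mM NaCl, with a log2 fold change of -1.59 (adjusted p = 0.0056 from limma). The size of this fall depends on TNG67 replicate 3 at 150 mM NaCl. Its normalized count was 3.82, against 18.8 and 19.5 in replicates 1 and 2. Each of these was below the lowest count of TNG67 at 0 mM NaCl, 26.5. In OE1 the corresponding change was 0.62 (adjusted p = 0.301 from limma).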

Interestingly, the expression of both *GhNCED3a* and *GhNCED3c* for ABA biosynthesis also seemed to be differentially regulated under normal and drought stress conditions [43]. In cotton (*Gossypium* spp.), GhirNAC2 can bind to the promoters of *GhNCED3a/3c* to upregulate their expression. However, relative to the corresponding WT plants, the ABA content was decreased in *GhirNAC2*-knockdown transgenic plants under drought stress conditions, but not under normal conditions. Therefore, we speculate that OsERF106MZ likely interacts with different proteins when rice seedlings are exposed to varied environmental conditions, leading to the differential regulation of *OsAO3* under normal and NaCl-treated conditions.

### OsERF106MZ promotes root growth by reducing sensitivity to the ABA-mediated inhibition of root growth

In general, proteins encoded by homologous genes play similar roles in regulating plant physiological and developmental processes. For example, AtbHLH112 increases the expression of the *AtPOD* (*peroxidase*) and *AtSOD* (*superoxide dismutase*) genes to improve reactive oxygen species (ROS) scavenging ability, thus imparting *Arabidopsis* plants with salinity and drought tolerance [44]. AhbHLH112, an AtbHLH112-homologous protein in peanut (*Arachis hypogaea* L.), directly binds to and activates the promoter of the *AhPOD* gene, and *AhbHLH112*-overexpressing transgenic plants therefore also show greater tolerance to drought stress than WT plants [45]. Likewise, CBFs/DREBs confer cold stress tolerance upon various plant species, including *Arabidopsis* and rice [46]. In this study, we found that the root length of TNG67 seedlings decreased dramatically under normal conditions after treatment with increasing concentrations of ABA ranging from 1.0 µM to 5.0 µM, but the root length of *OsERF106MZ*-overexpressing transgenic rice seedlings was not significantly decreased (Fig. 6b). Additionally, although the salt-induced increases in ABA levels were comparable between TNG67 roots and *OsERF106MZ*-overexpressing roots under NaCl-treated conditions, the root length of *OsERF106MZ*-overexpressing transgenic rice seedlings was still greater than that of TNG67 seedlings (Fig. 6). These results imply that the overexpression of *OsERF106MZ* led to a decrease in the sensitivity of rice seedlings to the ABA-mediated inhibition of root growth. 

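Leaving out each library in turn kept the log2 fold change of OsNPC3 between -1.23 and -1.08 at 0 mM NaCl and between -1.82 and -1.42 at 150 mM NaCl, and the adjusted p from limma stayed at most 0.00281. The gene described as similar to NPC4, Os03g0852800, changed by 0.22 at 0 mM NaCl and 0.11 at 150 mM NaCl (adjusted p = 0.641 and 0.827 from limma).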

Notably, RNA-seq and qPCR analyses indicated that the expression of *OsNPC3* was downregulated in *OsERF106MZ*-overexpressing roots compared to that in TNG67 roots under normal and NaCl-treated conditions (Fig. 4). Lipid signaling is important for triggering plant adaptive responses because the initial result of a stress stimulus is usually the hydrolysis of membrane lipids [47]. This hydrolytic reaction is mediated by phospholipases, which catalyze the initial step of phospholipid breakdown to generate multiple lipid-derived second messengers [48, 49]. Phospholipase C (PLC) is one of the most important types of lipid-hydrolyzing enzymes in plants. Based on their affinities for different substrates, plant PLCs can be divided into two categories: phosphatidylinositol-specific PLCs (PI-PLCs) and phosphatidylcholine-PLCs (PC-PLCs). However, PC-PLC can not only hydrolyze PC but can also act upon other lipids, such as phosphatidylethanolamine (PE); therefore, PC-PLC is also referred to as nonspecific phospholipase C (NPC). Among rice *NPCs*, *OsNPC3* is highly homologous to *AtNPC3*, *AtNPC4*, and *AtNPC5* and is predominantly expressed in rice roots [47]. In fact, a previous study demonstrated that AtNPC3 and AtNPC4 participate in root development [50]. AtNPC4 is also involved in the salt stress response in roots [51]. In *Arabidopsis*, the overexpression of *AtNPC4* leads to a significant increase in ABA sensitivity and confers tolerance to hyperosmotic stress, while the knockout of *AtNPC4* reduces sensitivity to the ABA-mediated inhibition of root growth and renders mutants intolerant to salinity and drought stresses [5]. Interestingly, these phenotypes of the *AtNPC4* knockout mutants are similar to those of the *OsERF106MZ*-overexpressing transgenic rice seedlings. Therefore, we speculate that OsERF106MZ promotes root growth in rice seedlings at least partly by reducing the sensitivity of ABA in the inhibition of root growth, which is achieved by downregulating the expression of *OsNPC3*, a close homolog of *AtNPC4*. Nevertheless, OsERF106MZ most likely mediates the transcriptional repression of *OsNPC3* in an indirect manner, as ChIP-qPCR assays indicated that OsERF106MZ does not directly bind to the promoter of *OsNPC3*, although its promoter contains one GCC box (Fig. 7a).

**Fig. 7:**
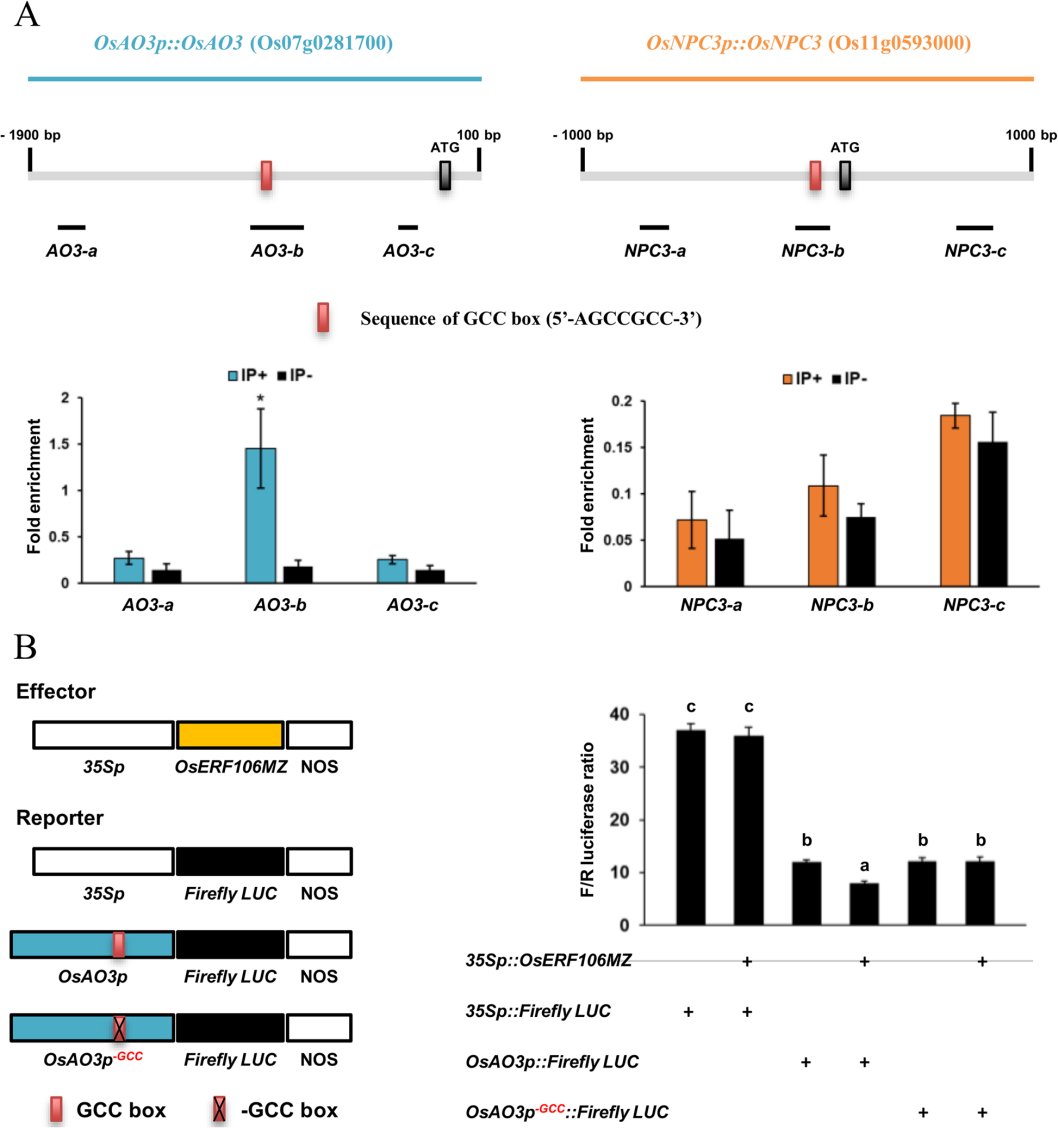
OsERF106MZ binds to the GCC box in the promoter of *OsAO3* and represses its expression. **a** Upper panel, schematic diagram of different PCR amplicons used for the ChIP-qPCR assay. Lower panel, relative fold enrichment of ChIP-qPCR data showing each PCR amplicon of *OsAO3* (left) and *OsNPC3* (right). The data are shown as the mean ± SE of at least three technical replicates. **b** Transient expression assay in rice protoplasts to examine the interaction between OsERF106MZ and the promoter of *OsAO3*. Left panel, schematic diagram of the effector and three reporter constructs used for a dual-LUC reporter assay. Right panel, transrepression of the *OsAO3* promoter by OsERF106MZ. The values are the mean ± SE (*n* = 5)

### A putative role of OsERF106MZ in root responses to salinity stress

AP2/ERF TFs constitute one of the largest TF families in plants and are involved in regulating many aspects of plant growth, development, and stress responses. However, only a few ERFs, such as OsERF2 and OsERF48, have been demonstrated to be involved in the regulation of rice root architecture. OsERF2 (Os06g0181700), a subgroup Va member, is indispensable in governing root architecture and ABA-related responses by regulating the expression of genes involved in sugar metabolism and hormone signaling pathways [52]. OsERF48 (Os08g0408500), a subgroup Ib member, directly activates the expression of *OsCML16*, a calmodulin-like protein-encoding gene, which in turn increases root growth and drought tolerance [53]. Our previous study indicated that *OsERF106MZ*-overexpressing transgenic rice seedlings show reduced tolerance to salinity stress [31]. In addition to *OsNPC3*, other abiotic stress-responsive genes, such as *OsWRKY76* and *OsMYB91*, were found to be downregulated in *OsERF106MZ*-overexpressing roots (Fig. 4). A previous study showed that the overexpression of *OsWRKY76*, a group IIa WRKY gene, leads to a decrease in the resistance of rice plants to rice blast fungus (*Magnaporthe oryzae*) but improves tolerance to cold stress [54]. In addition, rice plants overexpressing *OsMYB91*, an R2R3-type MYB gene, exhibit increased tolerance to salinity stress, while *OsMYB91*-knockdown rice plants are less tolerant to salinity stress than WT plants [55]. The expression pattern of these abiotic stress-responsive genes (i.e., *OsMYB91*, *OsNPC3*, and *OsWRKY76*) in *OsERF106MZ*-overexpressing roots supports our previous finding that OsERF106MZ may act as a negative regulator of the salinity stress response by modulating the expression of stress-responsive genes. 

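Between NaCl levels, OsNPC3 fell by 1.69 on the log2 scale in TNG67 and fell by 2.19 in OE1. OsWRKY76 rose by 5.25 in TNG67 and by 4.50 in OE1, and OsMYB91 changed by -0.07 in TNG67 (adjusted p = 0.774 from limma) and 0.32 in OE1 (adjusted p = 0.2 from limma). None of the 3 interactions passed the threshold, with adjusted p of 0.255 for OsNPC3, 0.163 for OsWRKY76 and 0.378 for OsMYB91 from limma.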

To cope with changes in the soil environment, plants need to constantly adjust their RSA to maintain efficient resource uptake. High soil salinity has a severely negative impact on root growth. When plants encounter salinity stress, both primary and lateral root growth are reduced or even stop, thus impacting resource uptake [56]. The salinity stress-induced inhibition of root growth seems to correspond to a state of quietness or inactivity known as "quiescence", which is thought to be an adaptation mechanism for coping with salinity stress [57]. In fact, the growth quiescence of roots is mediated by ABA, which depends on a series of genes required for ABA biosynthesis, signaling, and transcriptional regulation [58, 59]. In addition, even if the seeds germinate under normal conditions, they might not continue to survive without root systems. *OsERF106MZ* is a salinity-induced gene that is expressed in germinating seeds and the roots of postgermination-stage seedlings (Fig. 2; [31]). Interestingly, the overexpression of *OsERF106MZ* not only caused a reduction in the tolerance of transgenic rice seedlings to salinity stress but also alleviated the salinity stress-induced inhibition of root growth by reducing ABA biosynthesis and/or sensitivity. Therefore, the salinity-induced expression of *OsERF106MZ* seems to provide a balance between root growth and salinity tolerance. In other words, OsERF106MZ may play a role in supporting root growth for resource uptake by reducing ABA biosynthesis and/or sensitivity when rice seeds germinate under salinity stress, thus leading to a simultaneous reduction in ABA-induced salinity tolerance (Fig. 8).

**Fig. 8:**
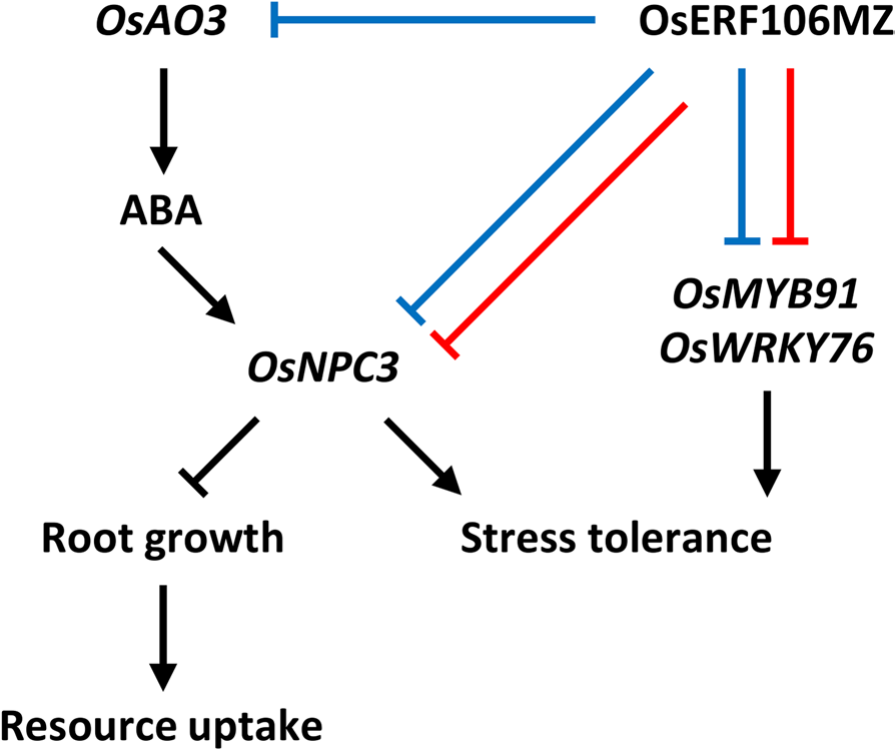
Schematic diagram summarizing the molecular mechanism underlying the OsERF106MZ-mediated regulation of stress tolerance and root growth of rice plants grown under normal (blue arrows) and NaCl-treated (red arrows) conditions

## Conclusions

In the present study, we investigated the roles of a salinity-induced gene, *OsERF106MZ*, in root growth. The overexpression of *OsERF106MZ* in rice promoted parental root growth in transgenic seedlings grown under both normal and NaCl-treated conditions. In *OsERF106MZ*-overexpressing roots, the expression of *OsAO3*, an ABA biosynthetic gene, was downregulated under normal conditions, while the expression of *OsNPC3*, an *AtNPC4* homolog involved in ABA sensitivity, was reduced under both conditions. Under normal conditions, *OsERF106MZ*-overexpressing roots contained a low level of endogenous ABA; moreover, the exogenous application of ABA at 1.0 µM can suppress the OsERF106MZ-mediated promotion of root growth. However, *OsERF106MZ*-overexpressing roots were less sensitive to the ABA-mediated inhibition of root growth when they were treated with ABA at 5.0 µM. Under NaCl-treated conditions, although the salt-induced increases in ABA levels were comparable between the roots of TNG67 and *OsERF106MZ*-overexpressing transformants, the root length of *OsERF106MZ*-overexpressing transformants was consistently greater than that of TNG67 seedlings, irrespective of treatment with or without ABA. In addition, OsERF106MZ can directly bind to the GCC box in the promoter of *OsAO3* and, thus, repress its expression. Collectively, these results suggest that OsERF106MZ promotes parental root growth by alleviating the ABA-mediated inhibition of root growth.

## Materials and methods

### Plant materials, growth conditions, and root length measurements

Three independent *OsERF106MZ*-overexpressing transgenic rice lines (*35Sp::OsERF106MZ* [OE1] and *35Sp::OsERF106MZ-GFP* [OE2 and OE3]) were generated by *Agrobacterium*-mediated transformation. Among these *OsERF106MZ*-overexpressing transformants, OE1 and OE2 plants were used as the experimental materials in a previous study [31]. The genetic background of the OE plants was *Oryza sativa* L. *spp. japonica* cv. Tainung 67 (TNG67). In all the experiments, the seeds were treated with 1.5% (v/v) commercial bleach for 30 min, rinsed twice with sterile water for 30 min each time, and subsequently subjected to imbibition at 37 °C for 3 days in the dark. After imbibition, the germinated seeds were grown on a wire stand in a plastic basin with a volume of 4 L and cultured in a growth chamber (GC-1065H, FIRSTEK, Taipei, Taiwan) under long-day (16-h light/8-h dark) conditions with a day/night temperature of 28/24 °C, a relative humidity of 70%, and a light intensity of approximately 100 µE s^−1^ m^2^. After 7 days of growth, the seedlings were transferred to a glass tube with a height of 25 cm allowing their roots to grow freely inside the container. Aluminum foil was applied to the exterior surfaces of the experimental containers (i.e., the plastic basins and glass tubes) to reduce the effects of light on root growth. The basal medium used in all of the experiments was half-strength Kimura B solution [60]. The length of the seminal roots was evaluated in this study and measured by a ruler.

### RNA extraction, cDNA synthesis, and quantitative PCR (qPCR)

Total RNA was extracted from two different tissues (shoot and root) of 7-day-old rice seedlings subjected to 0 or 150 mM NaCl for 1 day via an RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions. To avoid contamination by genomic DNA, no more than 6.2 µg of total RNA was treated with Turbo DNA-*free*™ DNase (Ambion) following the manufacturer’s instructions, and 1.3 µg of DNase-treated total RNA was then subjected to cDNA synthesis using the SuperScript™ IV first-strand synthesis system (Invitrogen) according to the manufacturer’s instructions. qPCR was carried out in a CFX Connect Real-Time PCR Detection System (Bio-Rad) using the QuantiNova™ SYBR® Green PCR Kit (Qiagen). The initial amount of template cDNA in each amplification reaction was 4.16 ng. At least five independent biological replicates were performed for each experiment, and *OsACTIN1* (Os03g0718100) was used as an internal control for qPCR normalization. The 2^−ΔΔCT^ method was used to transform threshold cycle values (Ct) into normalized relative abundance values for mRNA. The sequences of the primers used for qPCR are presented in Additional file 1: Table S2.

### Transgene constructs and isolation of transgenic rice

The full-length coding DNA sequences (CDSs) of *OsERF106MZ* and *GFP* were PCR amplified with or without stop codons and cloned into the pGEM-T Easy vector (Promega). These fragments were subcloned into the binary pCAMBIA-1300 vector, in which their expression was driven by a CaMV 35S promoter, to obtain the constructs *35Sp::OsERF106MZ* [OE1] and *35Sp::OsERF106MZ-GFP* [OE2 and OE3]. After the constructs were verified by sequencing, they were transformed into the rice cv. Tainung 67 background for subcellular OsERF106MZ localization and functional assays. Because the stable T_0_ rice transformants were chimeric and to avoid the undesirable side effects of multiple T-DNA insertions, T_1_ seeds were harvested from individual panicles of independent transformant lines that showed a 3:1 ratio of hygromycin resistance and sensitivity normalized to seed viability and were used to further screen homozygous transgenic rice. Additionally, the 2.3-kb *OsERF106MZ* promoter was cloned into pCAMBIA-1305.1 (*OsERF106MZp::GUS*), and the construct was transformed into the rice cv. Tainung 67 background for investigation of the spatial pattern of *OsERF106MZ* expression. The spatial *OsERF106MZ* expression assay was carried out as previously described [61].

### RNA sequencing (RNA-seq) and analysis

For this experiment, the seedlings were transferred to basal medium supplemented with 0 or 150 mM NaCl after growing for 7 days in plastic basins. Twenty-four hours later, the belowground parts of the plants were subjected to RNA extraction according to the method described above. Three biological replicates were performed, and each replicate comprised belowground tissues from more than 5 seedlings. Sequencing libraries were generated with 1.0 µg of RNA input via a KAPA mRNA HyperPrep Kit (Roche) according to the manufacturer’s instructions. Libraries with different indexes were sequenced on a NovaSeq 6000 system (Illumina) according to the manufacturer’s instructions. The original data obtained by high-throughput sequencing were transformed into raw sequence reads by CASAVA base recognition (Base Calling). Raw paired-end sequence reads were filtered and trimmed using Trimmomatic V.0.38 [62] with the following parameters: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:20 MINLEN:36. Clean paired-end reads were aligned to the rice genome (IRGSP-1.0) using HISAT2 V2.1.0 [63]. All the RNA-seq data are available from the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo) under accession number GSE213466. To identify DEGs, the RNA-seq data were analyzed with the DEGseq R package [64]. Each up- and downregulated DEG exhibited a log_2_-fold change > 1 and < -1, respectively, with a *P value* < 0. 05 based on the false discovery rate (FDR)-corrected Student’s *t* test. Each DEG is listed and described in the corresponding Supplementary Data.

### ABA ELISA

For this experiment, the seedlings were transferred to basal medium supplemented with 0 or 150 mM NaCl after growing for 7 days in plastic basins. Forty-eight hours later, the belowground parts of the plants were subjected to an immunological ABA assay. Before starting measurements, the samples were vacuum dried at -20 °C overnight to obtain the native dry weight for normalization. The dried samples were ground using a Cell Destroyer PS2000 (Bio Medical. Science Co., Ltd., Tokyo, Japan) before the addition of extraction buffer. The extraction, purification, and quantification of ABA were carried out following the method of Lin et al. [65]. At least five biological replicates, each with two technical replicates, were performed in this experiment.

### Chromatin immunoprecipitation (ChIP)-qPCR assay

Detached belowground tissues from 14-day-old OE3 seedlings were used for ChIP-qPCR assays. Three biological replicates were used, and each replicate comprised belowground tissues from more than 40 seedlings. Each of the three replicate samples was soaked in 30 mL of PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, and 1.8 mM KH_2_PO_4_) supplemented with 2 mM disuccinimidyl glutarate (ThermoFisher), and a vacuum was applied three times for 10 min each time. Thereafter, each of these samples was cross-linked in 30 mL of PBS supplemented with 1% (v/v) formaldehyde, and a vacuum was applied three times for 10 min each time. To stop the reaction, 2.0 mL of 2 M glycine was added, and a vacuum was applied for 15 min. Subsequently, chromatin extraction and immunoprecipitation procedures were performed according to the method described by Poza-Viejo et al. [66]. The chromatin complexes were immunoprecipitated using anti-GFP antibody (Abcam, ab290)-coupled magnetic Protein G beads (Cytiva, Code no. 28967066 [IP +]), while protein G beads (IP-) alone were used as a control. The immunoprecipitated DNA was recovered in water and then subjected to ChIP-qPCR assays. The fold enrichment was determined following the method of Haring et al. [67]. The sequences of the primers used for ChIP-qPCR are presented in Additional file 1: Table S2.

### Dual LUC reporter assay

For the dual LUC assay, the 1.0-kb *OsAO3* promoter was amplified by PCR. The PCR product was then cloned into the pGEM-T Easy vector and sequenced. Subsequently, the 1 kb promoter fragment was subcloned into the pJD301 vector [68] to drive the *firefly* LUC gene used as the reporter. The effector plasmid carried the full-length CDS of *OsERF106MZ* under the control of the CaMV 35S promoter. To minimize experimental variability, *Renilla* LUC activity was used as an internal control. To delete the GCC (5’-AGCCGCC-3’) box, the QuikChange Lightning Site-Directed Mutagenesis Kit (Agilent) was used following the manufacturer’s instructions. The reporter plasmid was either transfected alone or cotransfected with the effector plasmid into rice protoplasts isolated from green tissues of 7- to 10-day-old seedlings using PEG-mediated transformation [69]. After 24 h of incubation of the transfected rice protoplasts at 24 °C, LUC activity was assayed with the Dual-Luciferase® Reporter Assay System (Promega). The results are presented as normalized ratios between the activities of the reporter *firefly* LUC and control *Renilla* LUC.

### Statistical analysis

Two-way ANOVA followed by Fisher’s LSD multiple comparison was used to determine significant differences.

## Supplementary Information

**Additional file 1:** **Figure S1.** Molecular identification of OsERF106MZ-overexpressing transgenic rice. a The overexpression of OsERF106MZ in transgenic rice lines was confirmed using q-PCR. b Detection of the OsERF106MZ-GFP fusion protein in transgenic rice lines by Western blotting with anti-GFP antibodies. Upper panel, Coomassie blue staining of total protein as a loading control. Lower panel, Aliquots of 30 µg of protein immunoblotted with anti-GFP antibodies. The images of the bands visualized by Coomassie brilliant blue staining and Western blotting were taken from the same SDS-PAGE gel and PVDF membrane, respectively. **Table S1.** Partial promoter sequences of OsAO3 and OsNPC3 genes. **Table S2.** Primers used in this study.

**Additional file 2.** 

**Additional file 3.** 

**Additional file 4.** 

## Data Availability

All the datasets analyzed in the current study are available in the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo) repository under an accession number of GSE213466.

## Abbreviations

ABA: Abscisic acid
AP2/ERF: APETALA2/ethylene-responsive factor
CAT: Catalase
ChIP: Chromatin immunoprecipitation
CRE: *cis*-Regulatory element
DEG: Differentially expressed gene
ET: Ethylene; GFP, green fluorescent protein
GUS: β-Glucuronidase
JA: Jasmonic acid
LR: Lateral root
LUC: Luciferase
MDA: Malondialdehyde
NBT: Nitro blue tetrazolium
NR: Nodal root
PR: Primary root
Qpcr: Quantitative PCR
RNA-seq: RNA sequencing
ROS: Reactive oxygen species
RSA: Root system architecture
SR: Seminal root
TF: Transcription factor
TNG67: Tainung 67 (*Oryza sativa* L. *spp. japonica* cv. Tainung 67)
WT: Wild-type

# Supplementary material for: Overexpression of OsERF106MZ promotes parental root growth in rice seedlings by relieving the ABA-mediated inhibition of root growth under salinity stress conditions
**Source:** BMC Plant Biol. 2023 Mar 16;23:144. doi: 10.1186/s12870-023-04136-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Molecular identification of OsERF106MZ-overexpressing transgenic rice. a The overexpression of OsERF106MZ in transgenic rice lines was confirmed using q-PCR. b Detection of the OsERF106MZ-GFP fusion protein in transgenic rice lines by Western blotting with anti-GFP antibodies. Upper panel, Coomassie blue staining of total protein as a loading control. Lower panel, Aliquots of 30 µg of protein immunoblotted with anti-GFP antibodies. The images of the bands visualized by Coomassie brilliant blue staining and Western blotting were taken from the same SDS-PAGE gel and PVDF membrane, respectively. Table S1. Partial promoter sequences of OsAO3 and OsNPC3 genes. Table S2. Primers used in this study.

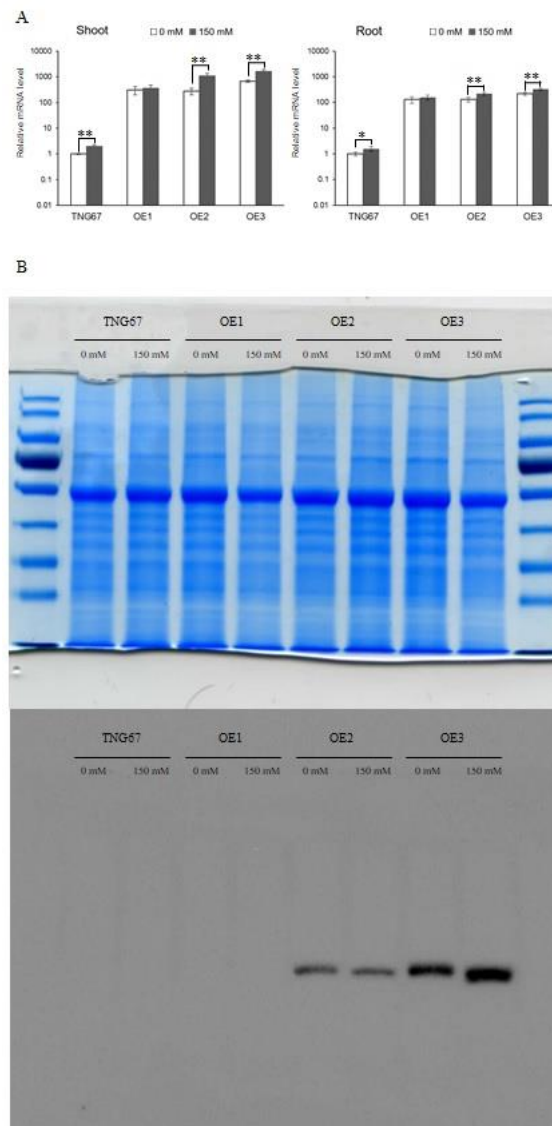

**Figure S1.** Molecular identification of *OsERF106MZ*-overexpressing transgenic rice. **a** The overexpression of *OsERF106MZ* in transgenic rice lines was confirmed using q-PCR. **b** Detection of the *OsERF106MZ*-GFP fusion protein in transgenic rice lines by Western blotting with anti-GFP antibodies. Upper panel, Coomassie blue staining of total protein as a loading control. Lower panel, Aliquots of 30  $\mu$ g of protein immunoblotted with anti-GFP antibodies. The images of the bands visualized by Coomassie brilliant blue staining and Western blotting were taken from the same SDS-PAGE gel and PVDF membrane, respectively.

Biological Process

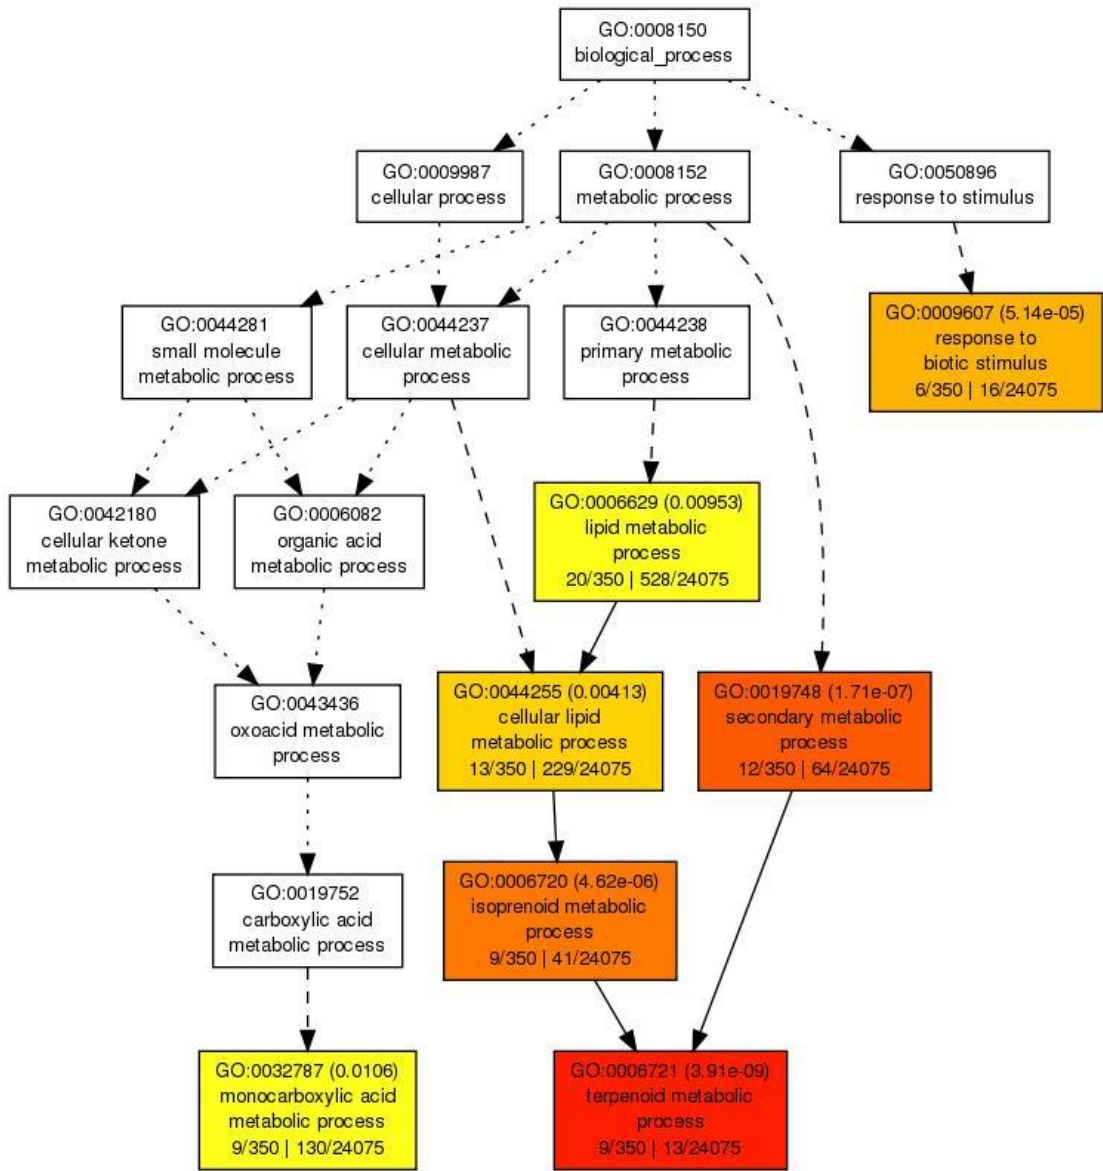

**Figure S2.** Go analysis of the common DEGs according to biological processes, cellular component, and molecular functions.

continued

## Cellular Component

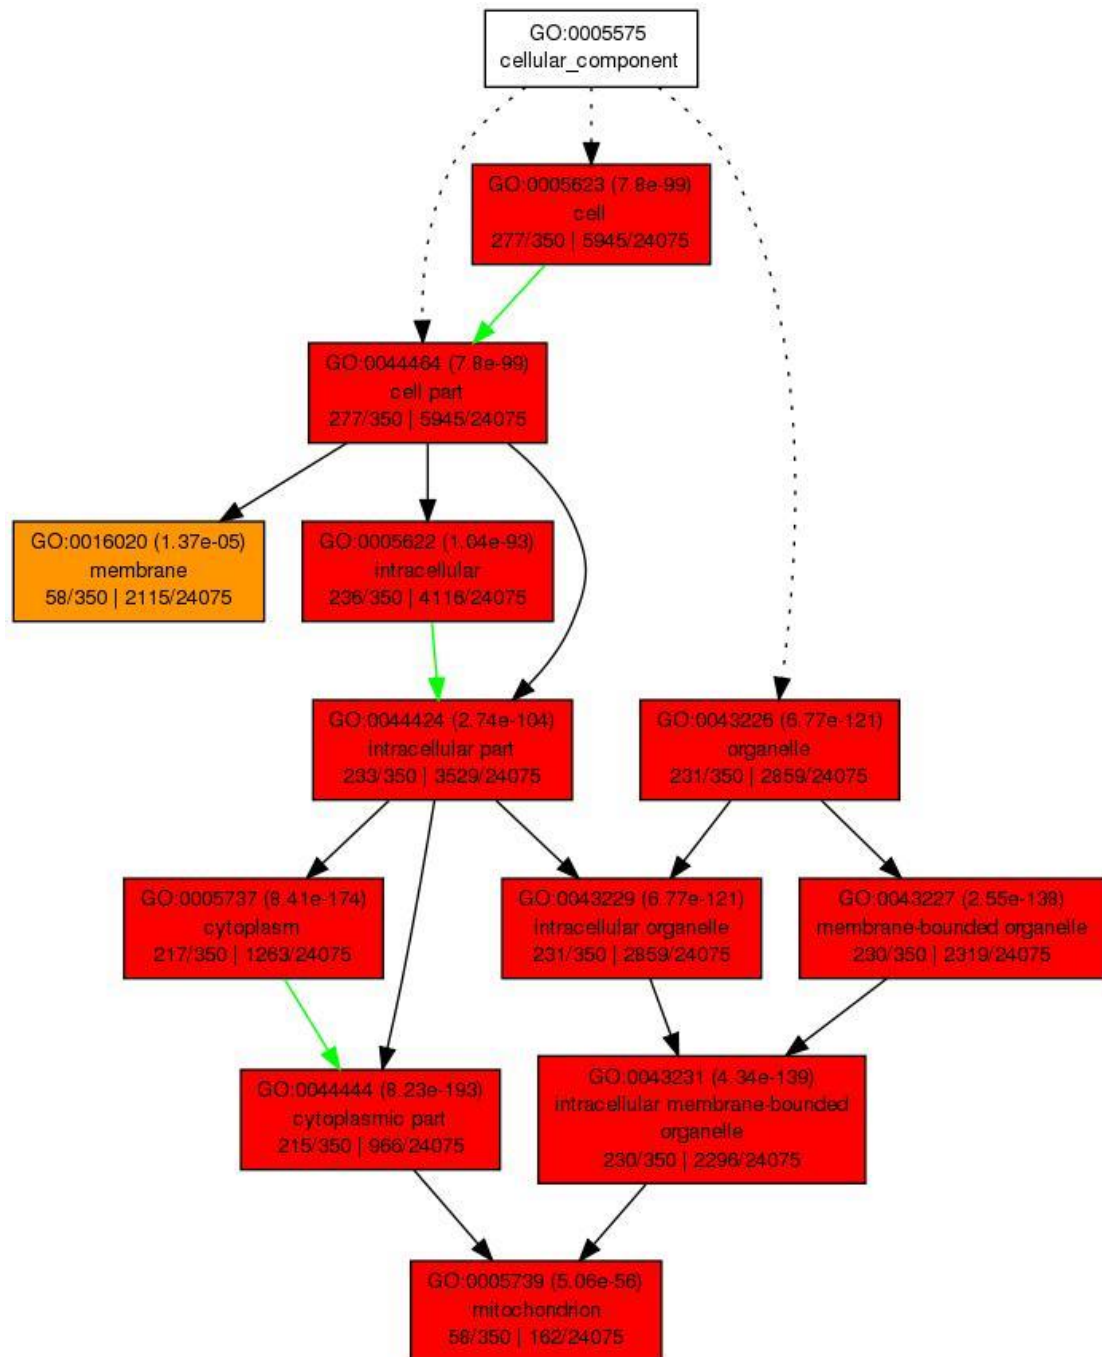

continued

## Molecular Function

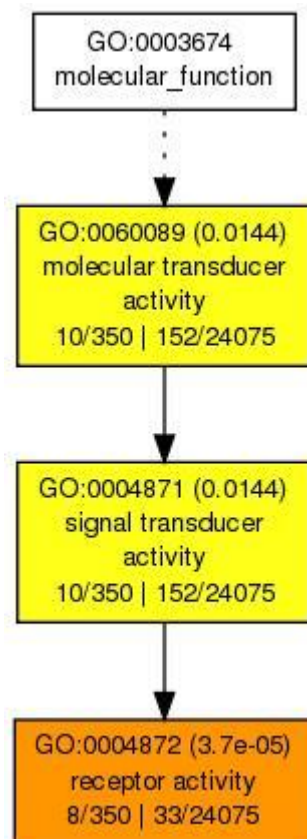

**Table S1.** Partial promoter sequences of *OsAO3* and *OsNPC3* genes.

GCC BOX: AGCCGCC

>*OsAO3* promoter

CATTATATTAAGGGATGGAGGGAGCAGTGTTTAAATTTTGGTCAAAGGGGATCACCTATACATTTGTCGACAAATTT  
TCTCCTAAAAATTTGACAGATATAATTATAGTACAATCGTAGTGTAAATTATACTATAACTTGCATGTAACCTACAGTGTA  
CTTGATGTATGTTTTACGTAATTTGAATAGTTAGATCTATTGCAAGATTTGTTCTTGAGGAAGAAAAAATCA  
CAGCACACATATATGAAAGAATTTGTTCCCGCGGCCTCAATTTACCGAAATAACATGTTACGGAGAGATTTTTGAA  
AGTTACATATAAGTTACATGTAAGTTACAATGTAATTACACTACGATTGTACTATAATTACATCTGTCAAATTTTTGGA  
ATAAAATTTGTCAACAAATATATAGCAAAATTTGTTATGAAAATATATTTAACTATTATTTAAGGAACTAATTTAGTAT  
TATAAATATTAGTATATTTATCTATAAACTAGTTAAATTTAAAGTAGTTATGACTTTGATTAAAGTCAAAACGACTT  
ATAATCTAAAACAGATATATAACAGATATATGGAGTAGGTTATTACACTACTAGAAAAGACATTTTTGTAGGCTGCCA  
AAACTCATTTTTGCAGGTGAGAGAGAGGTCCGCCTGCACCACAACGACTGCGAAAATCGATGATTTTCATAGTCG  
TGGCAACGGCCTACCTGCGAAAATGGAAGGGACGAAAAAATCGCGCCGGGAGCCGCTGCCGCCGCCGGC  
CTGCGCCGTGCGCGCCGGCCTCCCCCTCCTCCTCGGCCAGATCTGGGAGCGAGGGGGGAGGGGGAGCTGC  
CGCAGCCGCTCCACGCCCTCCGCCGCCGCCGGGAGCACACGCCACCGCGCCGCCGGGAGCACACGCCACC  
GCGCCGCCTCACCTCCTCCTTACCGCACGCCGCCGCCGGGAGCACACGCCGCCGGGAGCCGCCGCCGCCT  
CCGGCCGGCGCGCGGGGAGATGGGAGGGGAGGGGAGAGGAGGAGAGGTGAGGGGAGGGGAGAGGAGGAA  
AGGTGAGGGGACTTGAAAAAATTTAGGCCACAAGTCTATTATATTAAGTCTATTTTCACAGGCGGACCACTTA  
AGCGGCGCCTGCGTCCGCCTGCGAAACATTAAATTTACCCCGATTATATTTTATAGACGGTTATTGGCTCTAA  
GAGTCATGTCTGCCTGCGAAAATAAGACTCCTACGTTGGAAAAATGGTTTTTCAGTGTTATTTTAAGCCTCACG  
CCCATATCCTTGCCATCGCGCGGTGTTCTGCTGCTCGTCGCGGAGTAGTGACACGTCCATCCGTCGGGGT  
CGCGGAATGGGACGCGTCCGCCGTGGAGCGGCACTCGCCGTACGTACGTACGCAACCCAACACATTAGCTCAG  
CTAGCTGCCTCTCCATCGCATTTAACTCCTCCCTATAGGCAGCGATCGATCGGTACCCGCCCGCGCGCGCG  
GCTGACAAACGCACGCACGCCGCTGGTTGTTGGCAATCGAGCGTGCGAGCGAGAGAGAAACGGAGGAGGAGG  
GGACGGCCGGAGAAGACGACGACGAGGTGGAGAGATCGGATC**ATG**

>*OsNPC3* promoter

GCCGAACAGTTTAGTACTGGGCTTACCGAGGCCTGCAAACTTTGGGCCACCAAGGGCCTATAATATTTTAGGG  
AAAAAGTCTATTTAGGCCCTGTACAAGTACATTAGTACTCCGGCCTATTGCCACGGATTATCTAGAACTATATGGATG  
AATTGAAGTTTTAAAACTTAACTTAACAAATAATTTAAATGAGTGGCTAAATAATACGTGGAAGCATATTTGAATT  
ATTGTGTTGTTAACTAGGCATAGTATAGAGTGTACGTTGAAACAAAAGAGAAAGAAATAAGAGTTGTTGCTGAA  
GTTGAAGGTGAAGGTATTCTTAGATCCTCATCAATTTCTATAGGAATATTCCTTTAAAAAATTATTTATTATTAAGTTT  
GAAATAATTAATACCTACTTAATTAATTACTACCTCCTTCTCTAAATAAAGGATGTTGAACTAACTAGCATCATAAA  
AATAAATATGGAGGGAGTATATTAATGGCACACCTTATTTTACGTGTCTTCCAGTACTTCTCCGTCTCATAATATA  
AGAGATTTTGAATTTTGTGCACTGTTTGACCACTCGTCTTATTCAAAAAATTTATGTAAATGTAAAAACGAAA  
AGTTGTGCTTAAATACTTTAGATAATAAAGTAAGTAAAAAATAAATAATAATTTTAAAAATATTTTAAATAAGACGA

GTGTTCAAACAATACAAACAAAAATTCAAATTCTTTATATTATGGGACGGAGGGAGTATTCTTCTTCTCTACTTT  
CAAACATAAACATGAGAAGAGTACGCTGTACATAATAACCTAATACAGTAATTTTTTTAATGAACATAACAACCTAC  
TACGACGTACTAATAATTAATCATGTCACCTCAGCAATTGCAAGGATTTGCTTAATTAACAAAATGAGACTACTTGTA  
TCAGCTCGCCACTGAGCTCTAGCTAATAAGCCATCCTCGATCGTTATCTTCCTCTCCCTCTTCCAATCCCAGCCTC  
GACGCCAGCCATG

**Table S2.** Primers used in this study.

| PCR Type  | Gene              | Sequence (5'-3')                              | Annotation |
|-----------|-------------------|-----------------------------------------------|------------|
| qPCR      | <i>OsERF106MZ</i> | GGTTTCTGCCGACTAACGA                           | 108 bp     |
|           | Os08g0537900      | GATGGTCCAAAGGGAGGCTT                          |            |
|           | <i>OsAO3</i>      | ACAACTGGGGTGCTCTTCA                           | 224 bp     |
|           | Os07g0281700      | AGATTCTCCTGCGCTGTCTG                          |            |
|           | <i>OsNPC3</i>     | GCTCTTCTACAGGAACATGAGG                        | 116 bp     |
|           | Os11g0593000      | GCTCGATGACGACGTAGTTT                          |            |
|           | <i>OsMYB91</i>    | TCGAGCGCTGGAAGAACTACCT                        | 118 bp     |
|           | Os12g0572000      | GCGATCTTCTTCCACTTGTGTC                        |            |
|           | <i>OsSPX-MFS1</i> | GCGATTCTTGGGTGTACTGT                          | 233 bp     |
|           | Os04g0573000      | CGTGAAAGCAACGACAGGTT                          |            |
|           | <i>OsWRKY76</i>   | TTCCGAATGCTTTTCTGCTG                          | 111 bp     |
|           | Os09g0417600      | ATCGTGAGGCCCGATAGAAG                          |            |
| ChIP-qPCR | <i>OsACTIN1</i>   | CTCAGCACATTCCAGCAGATGTG                       | 126 bp     |
|           | Os03g0718100      | GATAACAGCTCCTCTTGGCTTAGC                      |            |
|           | <i>AO3-a</i>      | GGGGATCACCTATACATTTG<br>GTTACACTGTAGTTACATGC  | 112 bp     |
|           | <i>AO3-b</i>      | TCACCTCCTCCTTCACCGCACG<br>GCTTAAGTGGTCCGCTGTG | 214 bp     |
|           | <i>AO3-c</i>      | GCTGGTTGTTGGCAATCGAG<br>CTCGTCGTCGTCGTCTTCTC  | 80 bp      |
|           | <i>NPC3-a</i>     | CAGTTTAGTACTGGGCTTAC<br>AATAGGCCGGAGTACTAATG  | 118 bp     |
|           | <i>NPC3-b</i>     | TTAGCAGCATCTCACACGTC<br>GGGATTGGAAGAGGGAAGAG  | 139 bp     |
|           | <i>NPC3-c</i>     | TCAGTAGCATGGCAGCTAGC<br>TGTCTTCATGTGCGGTTTGG  | 147 bp     |

How the deposited data were processed for this re-analysis (not part of the article)

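RNA-seq libraries were made from roots of 7-day-old rice seedlings of TNG67 and of the OsERF106MZ-overexpressing line OE1 after 24 h at 0 or 150 mM NaCl, with 3 libraries in each of the 4 groups. Conditions were taken from the sample labels and the paper's methods; the labels give roots, while the design text of the series says terrestrial parts and the paper says belowground parts. The authors trimmed, aligned and counted the reads and deposited 1 table per NaCl level, whose signal values are read counts divided by a size factor of each library, with the mean of each group beside them. The paper's text does not name the counting tool, the normalization or the filter that set which genes are listed. The lowest mean over 6 libraries was 2.51 at 0 mM NaCl and 2.38 at 150 mM NaCl.

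The size factors were read from the steps between values, and every value in all 12 libraries was a whole multiple of 1 read to within 0.001 reads. In OE1 at 0 mM NaCl replicate 2 and OE1 at 150 mM NaCl replicates 1 and 2 the value of 1 read is close to 1, so for these 3 libraries the recovery rests on that test alone. Recovered reads served for the depths, the count-based alternatives and the search for genes read in 1 genotype only. The factors differed by at most 0.132% from median-ratio factors over all 12 libraries and by 5.94% to 8.22% from factors within each table. Both tables were therefore treated as on 1 scale. An earlier assumption, made before this test, was that each table had been normalized separately; it was dropped before any comparison between groups was run. Total reads ranged from 16326661 to 22426883 per library, with a median of 17756894. The correlation of log2 reads between replicates was at least 0.985.

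The design written before the data were examined used edgeR on counts. Because the deposited values are normalized, limma 3.58.1 in R 4.3.3 was used in its place, with log2 of the value plus 1, a mean-variance trend and robust empirical Bayes moderation, on the same 12 libraries and groups. The fit covered the 24922 genes in both tables, and left out 658 genes listed at 0 mM NaCl only and 1031 listed at 150 mM NaCl only. The p-values were adjusted by the Benjamini-Hochberg method within each comparison. DEGs had an adjusted p below 0.05 and a log2 fold change beyond 1. The difference of the OE1 effects between NaCl levels was tested as an interaction, with adjusted p below 0.05 alone. Single genes were also tested with an exact two-sided permutation test of the 6 libraries, whose smallest p is 0.1.

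On simulated data with 200 changed genes among 24922, the limma fit recovered 97.5% of them for OE1 against TNG67 at 0 mM NaCl, with 0.51% false calls. For the same comparison at 150 mM NaCl it recovered 99% with 1.49% false calls. For the difference of the OE1 effects, with 400 changed genes, it recovered 95% with 5.47% false calls. The simulated changes were all well beyond the log2 fold change threshold, and only in genes above a minimum mean value. Recovery of changes near the threshold, or in genes below that mean, was not tested.

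Alternatives written before the data were examined were DESeq2 1.42.0 and edgeR 4.0.16 on recovered reads, with other size factors, filters and 6-library fits, limma-voom, glmTreat, a block for the replicate number, a pseudocount of 0.1, a filter on low values, no fold change threshold, and each library left out in turn. The filter's mean of at least 20 had been written for counts, and was chosen for the normalized values after the files were seen. The edgeR settings differ from the limma fit in the tool as well as in the choice they name. Added after the files were seen were edgeR on 12 libraries, which is the design as first written, and limma on 6 libraries.

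Genes were named by a rule written before the data were examined, when the paper's tables of fold changes had been seen. It takes the genes the paper names with an identifier or that the gene table of assembly ASM3414082v1 pairs with one, and the 5 largest changes in each direction among genes changed at both NaCl levels whose groups do not overlap. It also takes the 5 genes with the smallest interaction p, genes described as aldehyde oxidase, 9-cis-epoxycarotenoid dioxygenase, zeaxanthin epoxidase, abscisic acid 8'-hydroxylase, non-specific phospholipase C or catalase that passed in a comparison, and the 3 largest changes among terpenoid genes of Dataset File S3. The gene table matched 14105 genes of the files. GCC boxes, Gene Ontology terms and MapMan classes were not recomputed, since no genome or annotation of this kind was used here. The copy of Dataset File S1 that was read holds 1173 genes of its 150 mM NaCl list, fewer than the paper states, so overlaps with it were computed for 0 mM NaCl only.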

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

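The tests of the smaller NaCl response and of OsAO3 with its neighbour were chosen after the result was seen, and what other splits of the libraries, planned after the files had been seen, would show was written down only after they had been counted.

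The effect of OE1 differed between 0 and 150 mM NaCl in 2833 genes by the interaction test of limma, a comparison that the paper does not report. Only 1 of 100 splits drawn within both NaCl levels gave as many, the real one, although another split gave 1922. The median of the other splits was 0. Splits that mix the genotypes add the differences between OE1 and TNG67 to the spread within groups. This lowers the count whether or not the effects differ, so chance cannot be excluded by these splits. Leaving out TNG67 replicate 1 at 0 mM NaCl lowered the count of 2833 to 1765, and leaving out OE1 replicate 1 at 0 mM NaCl lowered it to 1805. Over the other settings, scaling by library size alone included, it stayed between 2311 and 3109. The tables do not say whether the genotype, the insertion site of the single line or its history is behind it.

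NaCl changed 4804 genes in TNG67 and 3115 in OE1, comparisons that the paper does not analyse. In TNG67, 2375 rose and 2429 fell, and in OE1, 1659 rose and 1456 fell. In each genotype 1 of 10 splits, the real one, gave as many, and with 3 libraries against 3 the share cannot be under 0.1, so chance cannot be excluded by splits. Among 1984 genes raised by NaCl on average over both genotypes, the rise was larger in TNG67 in 76.4%, and among 1866 lowered genes the fall was larger in TNG67 in 75.2%. These genes were chosen on the mean of both genotypes, which favours neither. The median of OE1 minus TNG67 was -0.44 for raised genes and 0.44 for lowered genes on the log2 scale. A scaling error of the libraries would move both sets the same way, and the value of 0.44 for lowered genes excludes it as the whole source. No 1 library carries the difference, since its median was 0.40 at the lowest with each left out in turn. Only 1 of 100 splits drawn gave as large a difference. Those splits also mix OE1 with TNG67 libraries, so no conclusion about chance is drawn from them. A weaker response of OE1 roots to NaCl may remain as a hypothesis, and the paper's design, with 1 transgenic line, cannot separate it from other properties of that line.

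For OsAO3 the effect of OE1 differed between NaCl levels by 2.21 on the log2 scale. The gene had 4 to 47 reads per library, the fewest in TNG67 replicate 3 at 150 mM NaCl, and without that library the difference was 1.52. Its neighbour in the tables, Os07g0281800, carries the same description and moved with it. Deviations of both genes from their group means correlated over 12 libraries, with Pearson's r of 0.655 (exact one-sided permutation p = 0.0185) and Spearman's rho of 0.748 (exact one-sided permutation p = 0.0147), the only relation of this kind computed. Without the 2 libraries farthest from the median, r was 0.614. Reads shared between these paralogs and a common regulation cannot be told apart, because both give such a correlation.

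Other named genes whose OE1 effect differed between NaCl levels in limma's interaction test were OsACTIN1 by 0.50, OsARF12 by 0.46, OsWRKY28 by -1.06, the catalase gene Os02g0115700 by 1.26, the zeaxanthin epoxidase gene Os04g0448900 by -0.39 and the aldehyde oxidase gene Os07g0164900 by -0.56. Among the largest changes common to both levels were Os06g0513050 by 3.66, Os07g0442800 by -1.79 and Os11g0687100 by -2.09, and among the terpenoid genes was Os03g0361700 by -2.03. The first 3 of these have libraries with 0 or 1 reads, so their fitted values depend on the pseudocount. The smallest interaction p-values belonged to Os11g0213000 by -1.92, Os09g0248900 by 1.53, Os02g0266000 by -1.91, Os01g0794400 by -4.21 and Os05g0363500 by 1.00. For the gene Os01g0794400, TNG67 at 0 mM NaCl had 1 to 4 reads per library. The differences of these last 5 genes kept their direction and stayed past the threshold in 22 other fits, with other scalings, a block or each library left out, for example between -2.05 and -1.85 for Os11g0213000 with a library left out, so neither 1 library nor the scalings tried account for them. Differences of the other genes of this paragraph were not fitted under other settings, and no biological explanation was tested.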

How the results depend on the processing

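Edge cases come from alternatives set before the data were examined, except edgeR on 12 libraries, limma on 6 libraries and the limit of 20 for normalized values, which were chosen after seeing the files. GCC-box alternatives were not run.

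Among the results that answer a comparison, 214 of 236 values from other settings kept their direction and side of the threshold, or stayed within 1.5 times the count. Counts of higher and lower genes moved most without the fold change threshold and under glmTreat, both of which change the threshold itself. Without it, 2380 genes were higher and 3113 lower at 0 mM NaCl, 2782 higher and 3637 lower at 150 mM NaCl, 953 higher and 1297 lower at both, 225 opposite, and 13589 and 9667 changed by NaCl in TNG67 and OE1. Under glmTreat, 178 were higher and 98 lower at 0 mM NaCl, 151 higher and 318 lower at 150 mM NaCl, 92 higher and 47 lower at both, 0 opposite, and 2750 and 1455 changed by NaCl in TNG67 and OE1. Only there were more genes higher than lower at 0 mM NaCl; the cause was not tested. The same test called 6 and 18 of the paper's phytohormone genes at 0 and 150 mM NaCl. OsAO3 at 0 mM NaCl, at -1.82, and OsNPC3 at 0 mM NaCl, at -1.15, no longer passed under glmTreat.

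Apart from these 2 settings, the interaction count lay between 2311 and 3109. With a library left out, it ranged from 1765 to 3432, and the number of opposite genes from 7 to 23. The highest of both came without TNG67 replicate 3 at 150 mM NaCl. Opposite genes fell to 7 without OE1 replicate 1 or TNG67 replicate 3 at 0 mM NaCl; the cause was not tested. The OsAO3 difference between NaCl levels ranged from 1.52 to 2.57, and its adjusted p from limma rose above the threshold in 7 of these 12 fits, which have fewer libraries. For OsAO3 at 150 mM NaCl the range was -0.20 to 0.85, with the negative value without TNG67 replicate 3.

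The replicate number as a block gave 2311 interaction genes. Deviations of libraries with the same number correlated between -0.101 and 0.0251 over 18 pairs, none over 0.1, so the numbers do not pair the libraries. Under the block, Os07g0281800 at 0 mM NaCl no longer passed.

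Single genes with small changes reversed with a library left out, where the ranges of log2 fold change were -0.35 to 0.30 for OsERF2, -0.1057 to 0.0404 for Os03g0790900, -0.1578 to 0.0368 for Os06g0727200, -0.0676 to 0.3686 for Os03g0852800 and -0.21 to 0.21 for Os07g0281800, all at 150 mM NaCl. At 0 mM NaCl the ranges were -0.0349 to 0.092 for OsERF71, -0.1065 to 0.0236 for Os02g0266000, -0.0583 to 0.1168 for Os09g0248900, -0.0372 to 0.4103 for Os03g0852800, -0.14 to 0.0022 for Os04g0448900 and -0.62 to 0.26 for Os08g0369800. OsERF2 at 150 mM NaCl was 0.02 with limma and reversed to -0.078 under edgeR on 12 libraries and glmTreat, -0.0822 with RLE factors, -0.0787 without a filter, -0.0795 under DESeq2 on 12 libraries, -0.0648 under edgeR on 6 libraries, -0.0619 under DESeq2 on 6 libraries and -0.0047 by library size alone. The reversals at 150 mM NaCl came without OE1 replicate 1 or TNG67 replicate 2 for OsERF2, without TNG67 replicate 2 for Os03g0790900 and Os06g0727200, without OE1 replicate 3 or TNG67 replicate 1 or 2 for Os03g0852800, and without OE1 replicate 3 or TNG67 replicate 3 for Os07g0281800. Those at 0 mM NaCl came without TNG67 replicate 2 for OsERF71, OE1 replicate 3 for Os02g0266000, OE1 or TNG67 replicate 3 for Os09g0248900, OE1 replicate 2 for Os03g0852800, TNG67 replicate 3 for Os04g0448900, and OE1 replicate 2 or TNG67 replicate 2 or 3 for Os08g0369800. Library size alone also turned Os03g0790900 to 0.0266 and Os06g0727200 to 0.0035 at 150 mM NaCl. The cause was not tested. Over the other settings, 1165 of 1215 single-gene values kept direction and side of the threshold, 30 no longer passed, 10 newly passed and 10 reversed. With a library left out, 1026 of 1068 did, 14 no longer passed, 10 newly passed and 18 reversed. Those that no longer passed were OsSPX-MFS1 at 150 mM NaCl without any OE1 library or TNG67 replicate 1 or 2 of that level, Os03g0131200 at 0 mM NaCl without OE1 or TNG67 replicate 2, and Os07g0281800 at 0 mM NaCl without any OE1 library or TNG67 replicate 2 or 3 of that level, or OE1 replicate 2 or TNG67 replicate 1 at 150 mM NaCl. OsWRKY28 at 0 mM NaCl newly passed without OE1 or TNG67 replicate 2, and Os02g0115700 at 0 mM NaCl without OE1 replicate 2 or TNG67 replicate 1 or 2. Why these calls changed was not tested. Depth limits fold changes from few reads, and OsSPX-MFS1 at 0 mM NaCl, with 0 to 3 reads per OE1 library, moved from -1.81 to -3.03 with a pseudocount of 0.1 and no longer passed.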

Differences from the paper's values

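The alternatives named here were set before the files were seen unless stated otherwise, apart from the limit of the mean value of at least 20. Genes higher in OE1 at 0 mM NaCl and lower at 150 mM NaCl numbered 5 with limma, and about 3 in Fig. 3a, read by eye, is the paper's value. The counts were within 1.5 times of the paper's under the replicate block, edgeR on 6 libraries, edgeR with RLE factors, library size alone, no filter or a mean of at least 20, DESeq2 on 12 and on 6 libraries, and without OE1 replicate 1 or 3 or TNG67 replicate 1, 2 or 3 at 0 mM NaCl. They differed by more under a pseudocount of 0.1, a mean value of at least 20, glmTreat, limma-voom, no fold change threshold, and without OE1 replicate 2 at 0 mM NaCl or any 1 library at 150 mM NaCl.

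The paper lists Os08g0369800, described there as a 9-cis-epoxycarotenoid dioxygenase, among its DEGs at 150 mM NaCl. With limma on 12 libraries it had a log2 fold change of -1.23 and missed the threshold. It passed under edgeR on 6 libraries, RLE factors, library size alone, no filter, a mean of at least 20 counts, limma-voom and DESeq2 on 12 and on 6 libraries, and under 2 settings chosen after the files were seen, limma on 6 libraries and edgeR on 12. It also passed without OE1 replicate 2 or 3 or TNG67 replicate 1 or 2 at 0 mM NaCl, or TNG67 replicate 3 at 150 mM NaCl.

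The paper's figure of OsERF106MZ by qPCR in roots (Fig. S1a) shows a higher level in TNG67 under NaCl. In the RNA-seq data it was lower at 150 than at 0 mM NaCl in TNG67, by a log2 fold change of -0.27 (adjusted p = 0.012 from limma), with OE1 at 0.01.

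For CAT, the paper states lower enzyme activity in overexpressing roots, a different measure from transcripts. Of the 3 genes described as catalases, Os02g0115700 was lower in OE1 at 0 mM NaCl by a log2 fold change of -0.94, with 0.32 at 150 mM NaCl. Os03g0131200 was higher at both levels, by 1.03 and 1.54. Os06g0727200 changed by 0.32 and -0.08, the latter reversing in sign under library size alone, to 0.0035. It was the most abundant of the 3 at 0 mM NaCl. Its mean normalized count there was 15664.5 in TNG67 and 19590 in OE1 (adjusted p = 0.0175 from limma). Os02g0115700 had 2755 in TNG67 and 1414 in OE1, and Os03g0131200 had 78.2 and 160.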

Other observations

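The tests in this part were chosen after the result was seen, except the other splits of the libraries, which were planned before any groups were compared; for genes listed with 0 reads the expectation, though not the choice of the test, came before the count.

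Between OE1 and TNG67 the 10 splits of the libraries included 1, the real one, with as many DEGs at 0 mM NaCl, and the same was 1 at 150 mM NaCl. With 3 against 3 the share cannot be under 0.1, so chance cannot be excluded by splits. For genes changed in the same direction at both levels, and for genes changed in opposite directions, 1 of 100 splits drawn, the real one, gave as many. Other splits of 1 level gave no DEGs there, which leaves none to share between levels in either way, so chance cannot be excluded by these splits either.

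In 26 genes OE1 had at least 10 reads in every library while the 6 TNG67 libraries together had at most 6 reads. No gene showed the reverse at these limits, which were chosen after the values were seen. With at most 3 reads in the other genotype the numbers were 19 and 0, with at least 5 reads per library 29 and 4, and with at most 12 reads in the other genotype 34 and 5. All 26 are in the paper's commonly upregulated list, and the mean of reads in OE1 ranged from 15.5 to 4885.5 per library. Depth argues against a sampling cause, since total reads of TNG67 were 1.02 times those of OE1. A parent stock of OE1 that differs from TNG67 cannot be told apart from effects of the line. The 26 against 0 (two-sided exact binomial p = 2.98e-08, neighbouring genes counted as independent) do not decide it, since the limits were chosen on the same values and genes of both kinds appear at 2 of the 3 other limits. A filter by the authors that drops genes without reads in OE1 is excluded, as 2 listed genes had 0 reads in all 6 OE1 libraries, against 11 in TNG67. Within 1 NaCl level, 7 genes listed at 0 mM NaCl and 7 listed at 150 mM NaCl had 0 reads in OE1, against 27 and 16 in TNG67. A gene with 10 reads in each TNG67 library and 0 in OE1 would have a mean of 5.42 at 0 mM NaCl and 4.64 at 150 mM NaCl, above the lowest means listed. A single changed stretch cannot hold all of them, because they lie on 11 chromosomes by their identifiers. Still, 5 of the 26 lay within 5 genes of another in identifier order, against a median of 0 in 10000 random sets (permutation p = 0.0003). Windows of 2 and 10 genes gave permutation p of 0.0016 and 0.002. The closest identifiers were Os07g0511100, Os07g0511301 and Os07g0511400, and then Os07g0440100 and Os07g0442800. Such runs of neighbours were counted gene by gene. They may point to local changes at those places, such as insertions or altered silencing in this line. The sequenced line was 1, so the effect of OsERF106MZ itself and of the line cannot be separated.

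OsACTIN1, the internal control of the qPCR, fell under NaCl by a log2 fold change of -1.25 in TNG67 and -0.75 in OE1. Scaling by library size alone left it at -1.28 in TNG67, so library scaling is not the source. Relative to OsACTIN1, OsERF106MZ in TNG67 was higher by 0.98 on the log2 scale at 150 than at 0 mM NaCl, a value that follows from the changes of the 2 genes already seen. A falling internal control and other reasons for the difference in direction between Fig. S1a and the RNA-seq values cannot be told apart by it.

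In the paper's own list, GCC boxes were in 15.2% of commonly upregulated and 6.96% of commonly downregulated genes (odds ratio 2.39, two-sided Fisher's exact test p = 0.0027). Whether boxes go with repression or with a rise cannot be told apart by this, since the share among other genes was not computed and the test was prompted by the same counts.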
